# Overexpression of Claspin and Timeless protects cancer cells from replication stress in a checkpoint-independent manner

**DOI:** 10.1038/s41467-019-08886-8

**Published:** 2019-02-22

**Authors:** Julien N. Bianco, Valérie Bergoglio, Yea-Lih Lin, Marie-Jeanne Pillaire, Anne-Lyne Schmitz, Julia Gilhodes, Amelie Lusque, Julien Mazières, Magali Lacroix-Triki, Theodoros I. Roumeliotis, Jyoti Choudhary, Jérôme Moreaux, Jean-Sébastien Hoffmann, Hélène Tourrière, Philippe Pasero

## Abstract

Oncogene-induced replication stress (RS) promotes cancer development but also impedes tumor growth by activating anti-cancer barriers. To determine how cancer cells adapt to RS, we have monitored the expression of different components of the ATR-CHK1 pathway in primary tumor samples. We show that unlike upstream components of the pathway, the checkpoint mediators Claspin and Timeless are overexpressed in a coordinated manner. Remarkably, reducing the levels of Claspin and Timeless in HCT116 cells to pretumoral levels impeded fork progression without affecting checkpoint signaling. These data indicate that high level of Claspin and Timeless increase RS tolerance by protecting replication forks in cancer cells. Moreover, we report that primary fibroblasts adapt to oncogene-induced RS by spontaneously overexpressing Claspin and Timeless, independently of ATR signaling. Altogether, these data indicate that enhanced levels of Claspin and Timeless represent a gain of function that protects cancer cells from of oncogene-induced RS in a checkpoint-independent manner.

## Abstract (web summary)

Oncogene-induced replication stress (RS) promotes cancer development. Here, the authors report that cancer cells adapt to oncogene-induced RS by overexpressing downstream components of ATR-CHK1 pathway, Claspin and Timeless, which have protective role at the replication forks independent of their checkpoint function.

## Introduction

Genomic instability is a cancer hallmark that is detected at early stages of tumorigenesis and is generally considered as a driving force of cancer development^1^. A growing body of evidence indicates that DNA damage arises as a consequence of oncogene-induced replication stress (RS)^2–4^. RS refers to a variety of events of endogenous or exogenous origin that interfere with the progression of DNA replication forks^5,6^. In cancer cells, RS is caused by the aberrant activation of oncogenes, which may either increase conflicts between replication and transcription or uncouple DNA synthesis from nucleotide metabolism^4,7^.

RS activates a surveillance pathway known as the replication checkpoint^8^. In this pathway, the ATR kinase is recruited to stressed forks by the accumulation of replication protein A (RPA)-coated single-stranded DNA and is activated by TopBP1, a factor loaded at single-stranded/double-stranded DNA junctions by the 9-1-1 complex (RAD1, RAD9, and HUS1) and its clamp loader, RFC^RAD17^^8^. Once activated, ATR phosphorylates the effector kinase CHK1 on Ser317 and Ser345 to amplify the checkpoint signal. This process is mediated by Claspin, Timeless, and Tipin, which form a complex at replication forks and act as mediators for CHK1 activation^9–11^. Once activated, the ATR-CHK1 pathway acts in many ways to coordinate fork repair processes, prevent premature entry into mitosis and allow the completion of DNA replication^8^.

Oncogene-induced RS is a double-edged sword. Although it contributes to cancer development by promoting genomic instability, it slows down cell proliferation and activates anticancer barriers leading to apoptosis or senescence^12–15^. To proliferate, cancer cells must therefore bypass these barriers, while avoiding severe replicative defects that are incompatible with cell survival. It is generally believed that cells adapt to oncogene-induced RS by modulating the intensity of the ATR-CHK1 checkpoint response^16–18^. Indeed, ATR and CHK1 haplo-insufficiencies enhance oncogene-induced tumor formation^19,20^, but a more severe depletion of ATR is synthetic lethal with oncogene overexpression^19,21^. Along the same line, a mild overexpression of CHK1 in mouse by addition of an extra-copy of the CHK1 gene decreases oncogene-induced RS and promotes tumor growth^22^. Collectively, these data indicate the ATR-CHK1 pathway has both protumoral and antitumoral activities depending on the cellular context^16,18^. Understanding how cancer cells control this balance represents therefore a major challenge in cancer biology.

Owing to their central position in the ATR-CHK1 pathway and their fork association, Claspin, Timeless, and its partner Tipin are ideally placed to fine tune the cellular response to oncogene-induced RS. These factors are upregulated in many different cancers and their increased expression is associated with bad prognosis^23–29^. Overexpression of Claspin is also a marker of radioresistance in metastasis lung cancer^30^ and Timeless is a candidate molecular marker for predicting the response of ER α-positive postmenopausal breast cancer to Tamoxifen^31^. However, the mechanism by which Claspin, Timeless, and Tipin promote cancer progression is currently unclear.

Besides their role in the ATR-CHK1 pathway^11,32^, Claspin, Timeless, and Tipin also play a structural role at replication forks that is independent of their checkpoint function^33–36^. Indeed, these three proteins form a complex at replication forks called the fork protection complex (FPC), which is conserved from yeast to vertebrates^32^. Mrc1, Tof1, and Csm3, the budding yeast homologs of Claspin, Timeless, and Tipin, interact with DNA polymerase ε and the CMG helicase on the leading strand synthesis^37,38^ and are required for normal fork progression in a checkpoint-independent manner^39,40^. In vertebrates, Claspin is a DNA binding protein that associates with branched structures in a highly specific and strong manner and interacts with numerous components of the replication machinery, namely MCM proteins, DNA polymerases (pol) α, δ, ε, CDC7 kinase, and CDC45^32,34^. Timeless and Tipin interact with the replicative helicase components MCM2-7 and CDC45, and with replicative polymerases Pol ε and Pol δ, increasing their processivity in vitro^32^. Since replication defect in Timeless-depleted cells is synthetic with ATR depletion^35^, Timeless could coordinate enzymatic activities at the fork, independently of ATR.

Here, we have investigated the mechanism by which cancer cells adapt to oncogene-induced RS by modulating components of the ATR-CHK1 pathway. We have analyzed the expression of key components of this pathway in primary lung, breast, and colon cancer samples and in a variety of cancer cell lines. We found that unlike the checkpoint sensors ATR, RAD9, and RAD17, the downstream components of the ATR pathway Claspin, Timeless, and CHK1 show a correlated overexpression in cancer cells. To characterize the protumoral effect of this increased expression, we have reduced the excess of Claspin and Timeless in HCT116 cells under conditions that do not prevent checkpoint signaling. We show that this depletion reduces fork speed, increases fork stalling and leads to accumulation of γ-H2AX, in a checkpoint-independent manner. Moreover, primary fibroblasts escaping oncogene-induced senescence overexpress Claspin and Timeless. Altogether, these data indicate that cancer cells adapt to RS by overexpressing Claspin and Timeless, independently of ATR signaling.

## Results

### Components of the ATR pathway are overexpressed in cancers

The ATR-CHK1 pathway controls tumor progression in a dosage-dependent manner^16^, but the mechanism by which tumor cells modulate this pathway to adapt to oncogene-induced RS is currently unclear. To address this question, we have analyzed the expression of the checkpoint sensors RAD17, RAD9, and ATR, the mediators Claspin and Timeless and the effector CHK1 (Fig. 1a) in 93 primary non–small-cell lung cancers (NSCLC)^27^, 74 primary colorectal carcinomas^41^, and 206 primary breast cancers^42^. For each gene, mRNA levels were determined by a quantitative real-time polymerase chain reaction (qRT-PCR) and were expressed relative to normal adjacent tissue (lung and colorectal cancers) or to a pool of healthy tissues (breast cancer). This analysis revealed that Claspin, Timeless, and CHK1 were overexpressed in these three cohorts (Fig. 1b; *T*/*N* > 1) in a correlated manner, with a Spearman coefficient ranging from 0.56 to 0.80 (Fig. 1c). In contrast, the expression of the checkpoint sensors ATR, RAD9, and RAD17 was only modestly increased in cancer samples relative to normal tissues (Fig. 1b), and did not correlate with the downstream components of the pathway (Fig. 1c). A clustered expression of Claspin, Timeless, and CHK1 was also observed when a larger number of DNA damage response (DDR) genes were analyzed (Supplementary Fig. 1c–h), supporting the view that the downstream components of the ATR-CHK1 pathway are co-regulated.

**Fig. 1:**
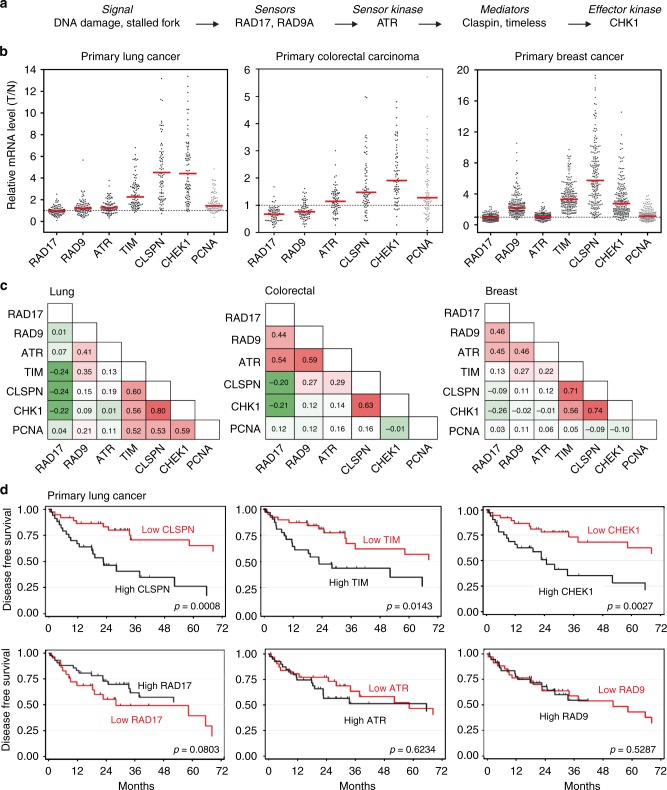
Claspin, Timeless, and CHK1 mRNA are overexpressed in primary colorectal, lung, and breast cancers. **a** Schematic representation of the ATR pathway showing the six checkpoint factors analyzed in this study. **b** Relative mRNA levels of ATR, RAD9, RAD17, Claspin, Timeless, CHK1, and PCNA in 93 lung tumors, 74 primary colorectal carcinomas, and 206 breast cancer samples. mRNA levels were determined by quantitative RT-PCR and are expressed as the ratio of tumor (T) to normal tissues (N). **c** Nonparametric Spearman correlation analysis of the expression of checkpoint genes and proliferation marker (PCNA) in lung, colorectal, and breast cancer samples. **d** High expression of Claspin, Timeless, and CHK1 is associated to bad prognosis in NSCLC patients. Disease-free survival (DFS) according to gene level expression: Claspin, Timeless, CHK1, RAD17, ATR, and RAD9. Totally, 72 patients were analyzed

In lung cancer, the expression of Claspin, Timeless, and CHK1 correlated also to some extent with PCNA, but this correlation was not observed in colon and breast cancers (Fig. 1c). In addition, PCNA mRNA levels were only moderately increased (1.4-fold) in lung cancer compared to those of Claspin and CHK1 (4.5- and 4.4-fold, respectively; Fig. 1b), indicating that the increased expression of Claspin, Timeless, and CHK1 in cancer cells does not simply reflect increased proliferation. Altogether, these data indicate that the upstream and downstream components of the ATR-CHK1 checkpoint are differentially regulated in primary cancer cells.

### Claspin and Timeless are prognostic biomarkers of NSCLC

To determine whether the overexpression of the downstream components of the ATR-CHK1 pathway could have an impact on cancer development, we focused on a cohort of low grade (IA, IB, IIA, and IIB) NSCLCs patients who received no adjuvant treatment and asked whether the expression level of components of the ATR-CHK1 pathway determined at diagnosis had an impact on their disease-free survival (DFS) over a 72 months period. For each of these genes, patients were separated in two groups depending on the level of the corresponding mRNAs. Remarkably, the group of patients with tumors overexpressing Claspin, Timeless, or CHK1 showed a marked decrease in DFS compared to low-expression group (Fig. 1d). In contrast, the effect of RAD9, RAD17, and ATR levels was not significant (Fig. 1d). Together, these data indicate Claspin, Timeless, and CHK1 are frequently overexpressed in primary cancers independently of upstream components of the ATR-CHK1 pathway. In lung cancer, this increased expression was associated with a reduced DFS, suggesting that it could be used as a prognostic biomarker for early NSCLC. Antibodies against Claspin and Timeless have been successfully used on paraffin-embedded tumor samples^25,26^, which was confirmed here for Timeless with breast cancer samples (Supplementary Fig. 1a, b).

### Claspin and Timeless are overexpressed in cancer cell lines

To determine how Claspin, Timeless, and CHK1 could promote tolerance to RS independently of ATR signaling, we first checked their protein levels in cancer cell lines and immortalized primary cells. Immunoblots confirmed that unlike ATR and RAD17, levels of Claspin, Timeless, and CHK1 were highly increased in transformed cells (U2OS, HeLa, and HCT116) compared to immortalized primary fibroblasts (IMR90, BJ), immortalized primary epithelial cells (RPE-1 and MCF10A) (Fig. 2a, b). Chromatin fractionation experiments also revealed that the amount of chromatin-bound Claspin and Timeless was proportionally increased in HCT116 cells (Supplementary Fig. 2), suggesting that a large fraction of overexpressed proteins was present on chromatin and could therefore play a biological role.

**Fig. 2:**
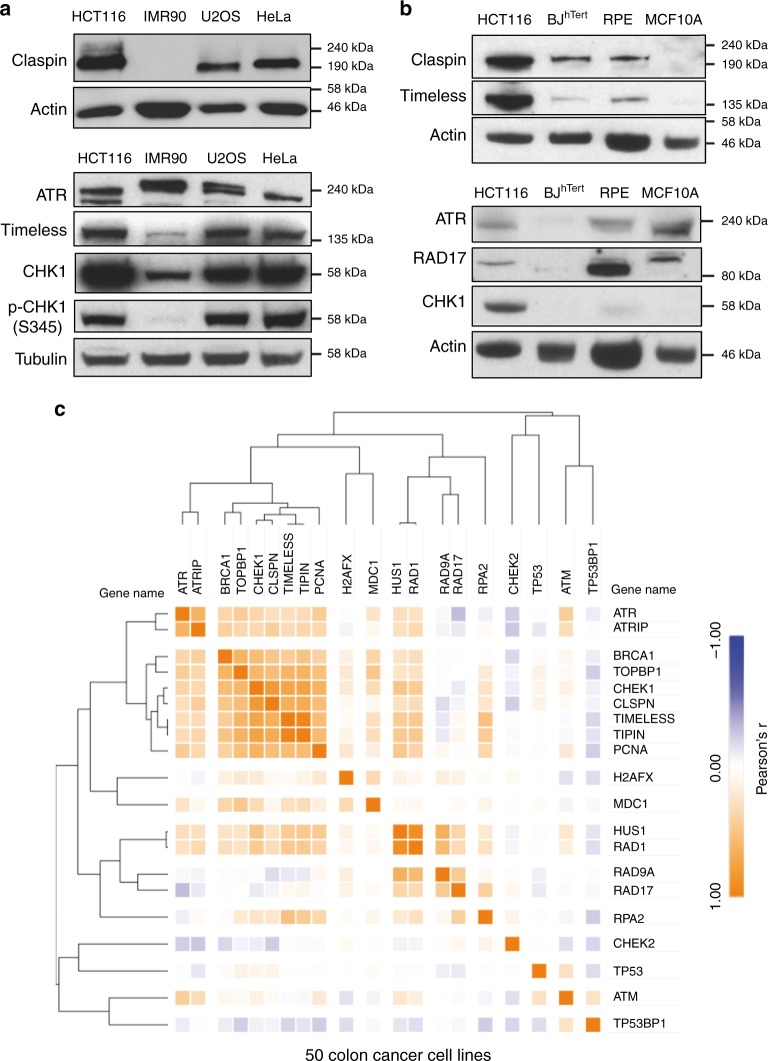
Coordinated upregulation of Claspin, Timeless, and CHK1 protein levels in cancer cell lines. **a** Western blot analysis of the levels of Claspin, Timeless, CHK1, and ATR in human cancer cell lines (U2OS, HeLa, and HCT116) and in immortalized primary fibroblasts (IMR90). **b** Claspin, Timeless, CHK1, RAD17, and ATR in colorectal cancer HCT116 cells, immortalized primary fibroblasts (BJ) and immortalized epithelial cells (RPE-1 and MCF10A). **c** Correlation analysis of the abundance of DDR proteins in 50 colorectal cancer cell lines

Next, we asked whether protein levels of Claspin, Timeless, and CHK1 are correlated in cancer cell lines. To this end, we monitored the relative abundance of 18 checkpoint proteins in the proteomic landscapes of 50 colorectal cancer cell lines^43^. This analysis confirmed that the abundance of Claspin, Timeless, and CHK1 is highly correlated and that these proteins form a cluster with BRCA1, TopBP1, and Tipin that is distinct from ATR, ATRIP, RAD9A, HUS1, and RAD1 (Fig. 2c). This is reminiscent of the correlation observed at the mRNA level in cancer patients (Supplementary Fig. 1d, f, h) and supports the view that Claspin, Timeless, and CHK1 are part of a functional module whose function is distinct from the ATR signaling pathway.

### Excess of Claspin is dispensable for CHK1 activation

CHK1 plays pleiotropic roles in the cell and is essential for viability^44–46^. We, therefore, focused subsequent analyses on the function of Claspin and Timeless, using HCT116 colon cancer cells as an experimental model. To evaluate the functional significance of the overexpression of Claspin and Timeless in HCT116 cells, we first expressed shRNAs against these factors and observed a reduction in cell proliferation, growth on soft agar (Fig. 3a–c) and colony formation (Supplementary Fig. 3e) relative to control cells. Since the best-characterized function of Claspin and Timeless is to mediate checkpoint activation in S phase^9,10^, we next monitored the ability of sh-CLSPN and sh-TIM cells to promote CHK1 phosphorylation in response to nucleotide depletion by hydroxyurea (HU). Remarkably, CHK1 was efficiently phosphorylated on Ser 317 in sh-CLSPN and sh-TIM cells (Fig. 3d) and the CHK1 target CDC25A was rapidly degraded in a CHK1-dependent manner in HU-treated sh-CLSPN and sh-TIM cells (Fig. 3e). Similar results were also obtained with a lower dose of HU (100 µM; Supplementary Fig. 3a) or after a transient transfection with siRNAs against Claspin, Timeless, or both proteins (Supplementary Fig. 3b). These data indicate that the residual levels of Claspin and Timeless in sh-CLSPN and sh-TIM cells are sufficient for the timely activation of the ATR-CHK1 pathway in response to RS. Efficient CHK1 activation was also observed in U2OS and MCF7 cells transfected with siRNAs against Claspin and Timeless (Supplementary Fig. 3c, d), under conditions that interfere with the growth of MCF7 cells (Supplementary Fig. 3f). Altogether, these data indicate that the overexpression of Claspin and Timeless in cancer cell lines promotes cell growth independently of their checkpoint function.

**Fig. 3:**
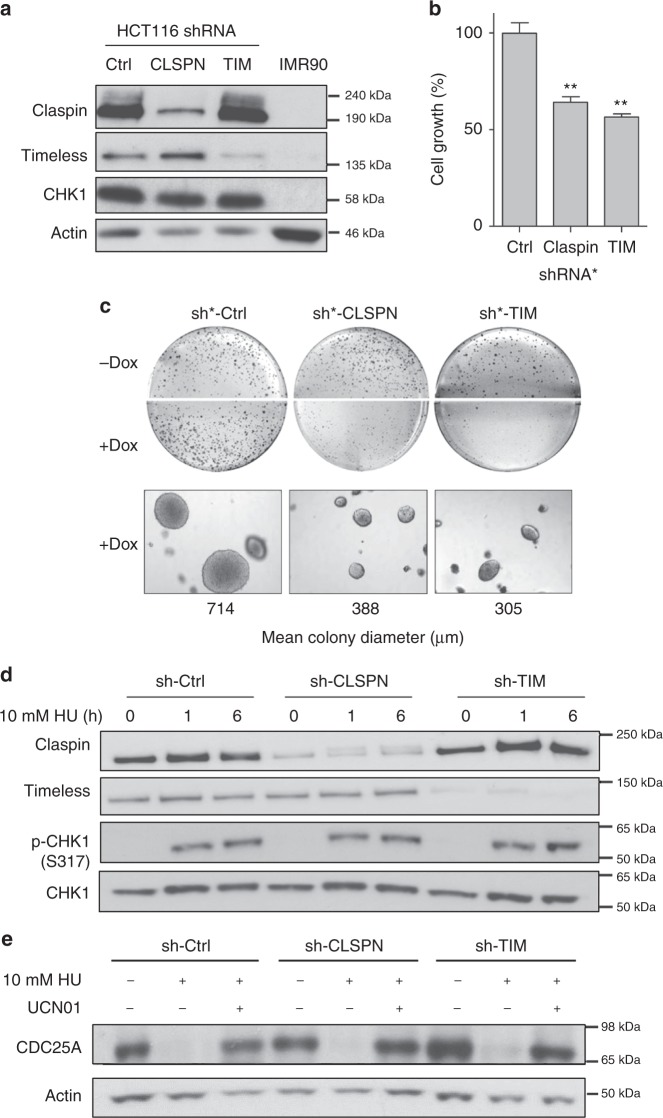
The overexpression of Claspin and Timeless promotes cell growth in a checkpoint-independent manner. **a** Levels of Claspin, Timeless, and CHK1 in immortalized IMR90 fibroblasts and in HCT116 cells transduced with a control shRNA (sh-Ctrl) or with shRNAs against Claspin (sh-CLSPN) and Timeless (sh-TIM). **b** Growth of HCT116 transduced with doxycycline-inducible shRNAs against Claspin (sh*-CLSPN) or Timeless (sh*-TIM) or with a control shRNA (sh*-Ctrl). Cell growth was determined 48 h after addition of doxycyclin. **p < 0.05. **c** Anchorage-independent growth assay. HCT116 cells transduced with sh*-Ctrl, sh*-CLSPN and sh*-TIM inducible shRNAs were grown 2 weeks in soft agar medium (0.7%) in the absence (−Dox) or the presence (+Dox) of Doxycyclin. Colonies were visualized by microscopy and mean colony size was determined with MetaMorph. Representative images are shown. **d** Western blot analysis of CHK1 phosphorylation (p-CHK1 and S317) in asynchronous sh-Ctrl, sh-CLSPN, and sh-TIM HCT116 cells treated for 0, 1, or 6 h with 10 mM HU. **e** Checkpoint-dependent degradation of CDC25A in sh-Ctrl, sh-CLSPN, and sh-TIM HCT116 cells treated for 0 or 6 h with 10 mM HU and 300 nM of the CHK1 inhibitor UCN01

### High levels of Claspin and Timeless promote fork progression

In unchallenged growth conditions, the reduction of Claspin and Timeless levels induced the formation of γ-H2AX in HCT116 cells (Fig. 4c) and in U2OS and MCF7 cells (Supplementary Fig. 3c–d), which may reflect the induction of spontaneous RS. Since H2AX can also be phosphorylated by ATM and DNA-PK outside of S phase^47^, ongoing DNA replication was labeled with EdU to specifically monitor γ-H2AX levels in S-phase cells. Flow cytometry analyses revealed that 60% and 69% of EdU-positive cells were enriched in γ-H2AX upon reduction of Claspin or Timeless levels, respectively, whereas it is only the case in 22% of untreated HCT116 cells (Supplementary Fig. 4a). Immunofluorescence experiments confirmed that γ-H2AX levels in EdU-positive cells were also significantly higher in sh-CLSPN and sh-TIM cells relative to control cells (Fig. 4a, b). These data indicate that the shRNA-mediated reduction Claspin and Timeless levels in HCT116 cells increases spontaneous RS.

**Fig. 4:**
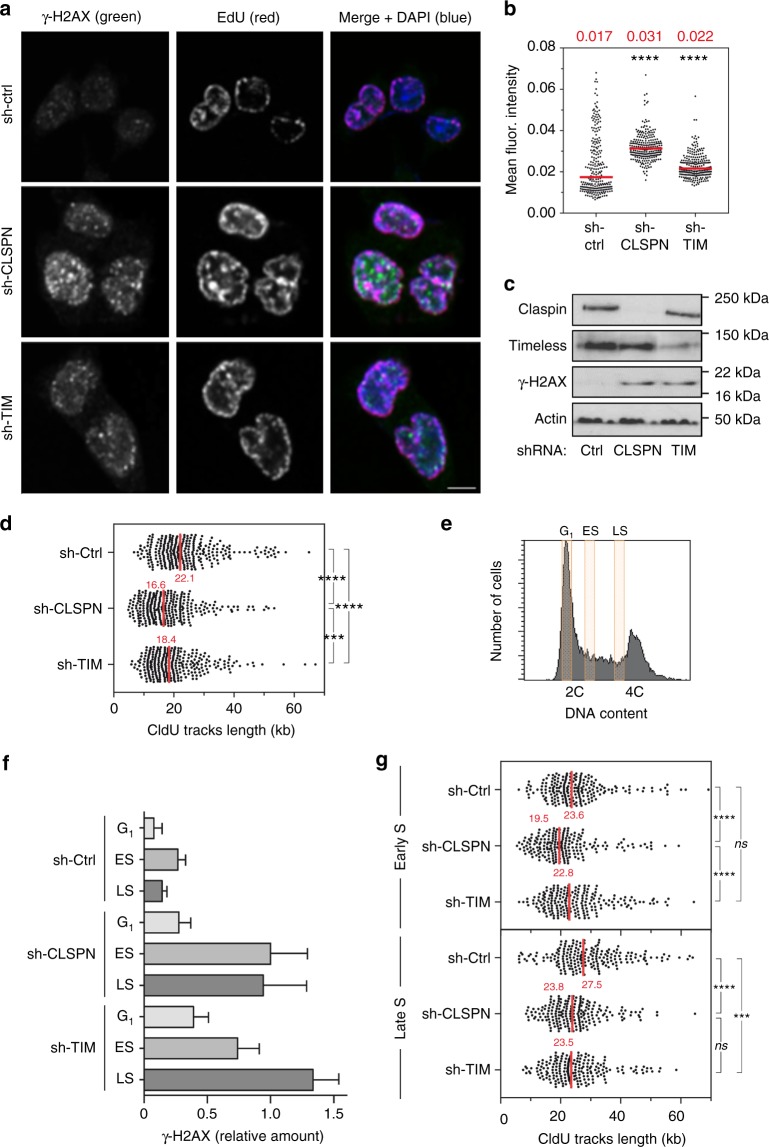
Reduction of Claspin and Timeless levels in HCT116 cells increases spontaneous replication stress and slows down fork progression. **a** Immunofluorescence analysis of spontaneous γ-H2AX foci in EdU-positive sh-Ctrl, sh-CLSPN and sh-TIM HCT116 cells. Cells were pulse labeled for 10 min with EdU prior to analysis. Representative images are shown. Scale bar, 5 µm. **b** Quantification of γ-H2AX signal intensity in EdU-positive sh-Ctrl, sh-CLSPN, and sh-TIM cells. **c** Western blot analysis of H2AX phosphorylation on Ser139 in untreated sh-Ctrl, sh-CLSPN, and sh-TIM HCT116 cells. **d** DNA combing analysis of replication fork progression in sh-Ctrl, sh-CLSPN, and sh-TIM HCT116 cells. Asynchronous cultures were pulse labeled for 10 min with IdU and 20 min with CldU. DNA fibers were extracted, stretched on silanized coverslips and analyzed by immunofluorescence using antibodies against IdU, CldU, and ssDNA. The length of CldU tracks was determined for three independent experiments. Median lengths are indicated in red. ****p < 0.0001, ***p < 0.001. Mann–Whitney rank sum test. **e** Exponentially growing sh-Ctrl, sh-CLSPN, and sh-TIM HCT116 cells were labeled for 10 min with IdU, 20 min with CldU and were sorted by FACS according to their DNA content. G_1_, early S phase (ES), and late S phase (LS) cells were collected for further analysis. **f** Western blot analysis of γ-H2AX levels in sh-Ctrl, sh-CLSPN, and sh-TIM HCT116 cells collected in G_1_, early S phase (ES), and late S phase (LS). Relative levels calculated for three independent experiments after normalization to tubulin are shown. **g** DNA combing analysis of replication fork speed in sh-Ctrl, sh-CLSPN, and sh-TIM HCT116 cells collected in early S and late S. Median lengths of CldU tracks were determined for three independent experiments and indicated in red. ****p < 0.0001, ***p < 0.001, ns nonsignificant. Mann–Whitney rank sum test

Next, we used DNA combing to monitor the impact of Claspin and Timeless levels on the progression of individual replication forks. To this end, sh-Ctrl, sh-CLSPN, and sh-TIM HCT116 cells were labeled for 10 min with IdU and for 20 min with CldU. DNA fibers were stretched on silanized coverslips and the length of CldU tracks was measured as described previously^48^. CldU tracks were significantly shorter in sh-CLSPN and sh-TIM cells than in sh-Ctrl cells (16.6 and 18.4 kb, respectively, vs. 22.1 kb in control cells, *p* < 0.001), indicating that replication forks are ~25% slower upon reduction of Claspin or Timeless levels (Fig. 4d). This slow fork progression was also confirmed with a related DNA fiber assay called DNA fiber spreading^49^, using inducible shRNAs (Supplementary Fig. 4b) or siRNAs (Supplementary Fig. 4c) against Claspin and Timeless or both (Supplementary Fig. 4c). To determine whether this slow fork phenotype is due to an increased rate of fork stalling, we measured the level of asymmetry between the distance covered by sister replication forks, as described earlier^50^. This analysis revealed a significant increase in fork asymmetry upon reduction of Claspin or Timeless levels in HCT116 cells (Supplementary Fig. 4d). Together, these data indicate that high levels of Claspin and Timeless in HC116 cells protect them from endogenous RS, independently of their ability to activate CHK1.

### Claspin and Timeless promote genome stability in S phase

The budding yeast homologs of Claspin and Timeless, namely Mrc1 and Tof1, promote replication fork progression through sequences that are intrinsically difficult to replicate, in a checkpoint-independent manner^39,51,52^. Common fragile sites (CFSs) are regions of the human that are replicated in late S phase and break more frequently under RS conditions^53,54^. To determine whether late-replicating regions are particularly difficult to replicate in the absence of Claspin and Timeless, sh-Ctrl, sh-CLSPN, and sh-TIM HCT116 cells were sorted by flow cytometry and were collected in G_1_, early S, and late S phase (Fig. 4e). Immunoblotting of γ-H2AX in each subpopulation confirmed that γ-H2AX levels were globally higher during S phase in sh-CLSPN and sh-TIM cells compared to control cells and revealed that γ-H2AX was preferentially enriched at late-replicating regions in the absence of Timeless (Fig. 4f). We also monitored replication fork progression in the same samples by DNA combing. In sh-CLSPN cells, we observed an overall reduction of fork speed relative to control cells, regardless of the S-phase stage (Fig. 4g). In sh-TIM cells, this slowdown of the forks was only detected in late S phase, which is consistent with their increased level of γ-H2AX (Fig. 4f). Since CFSs replicate late during S phase, we next asked whether these loci break more frequently in the absence of Claspin and Timeless. To this end, we have analyzed copy-number variations (CNVs) and loss of heterozygosity in these cells by single-nucleotide polymorphism comparative genomic hybridization (SNP-CGH). This analysis revealed 33 recurrent rearrangements in sh-Ctrl cells (Supplementary Fig. 4e), which are typical of HCT116 cells^55^. In addition, 14 specific rearrangements were detected in sh-CLSPN cells and 22 in sh-TIM cells, almost half of which colocalized with CFSs (Supplementary Fig. 4e, f). Collectively, these data indicate that increased levels of Claspin and Timeless promote replication fork progression and prevent genomic instability in regions of the genome that are intrinsically difficult to replicate, such as CFSs.

### Claspin and Timeless protect cells from oncogenic RS

Spontaneous DNA repair foci are frequently detected at early stages of tumorigenesis as a consequence of oncogene-induced RS^3,7,12,13,56,57^, but generally disappear at later stages, which suggests that cancer cells adapt to RS. To determine whether the overexpression of Claspin and Timeless helps cells tolerate oncogene-induced RS, an oncogenic form of Ras (Ras^V12^) was expressed in immortalized BJ-hTERT fibroblasts with a doxycyclin-inducible promoter. As expected, Ras^V12^ increased the levels of phospho-CHK1 and γH2AX (Supplementary Fig. 5a) and induced replication fork progression defects (Supplementary Fig. 5b) as reported by others^12,13,58^. We also observed an induction of p16 expression (Supplementary Fig. 5c), indicating that cells have undergone oncogene-induced senescence (OIS). After 60 days of Ras^V12^ expression, a population of cells escaping senescence was detected which is consistent with earlier studies^59,60^. These cells showed no detectable levels of p16 (Supplementary Fig. 5c), but were unable to form colonies, suggesting that they were not tumorigenic.

Next, we isolated thirteen individual clones from the population of OIS-resistant BJ-Ras^v12^ cells and the expression of ATR, Claspin, Timeless, and CHK1 was analyzed by qRT-PCR. Remarkably, the majority of these clones showed at least a 50% increase in the levels of Claspin and CHK1 mRNAs compared to BJ-hTERT, whereas ATR levels remained unchanged (Fig. 5a). Among them, the clones #4 and #5 overexpressing both Claspin and Timeless were selected for further analyses, together with clone #8, in which these factors were not overexpressed. Western blot analyses confirmed that clones #4 and #5 (but not clone #8) contained increased protein levels of Claspin, Timeless, and CHK1, whereas levels of ATR and Rad17 did not vary between the three clones (Fig. 5b). Interestingly, all three clones displayed increased levels of phospho-CHK1 and γ-H2AX compared to BJ-hTERT cells, indicating the persistence of an oncogene-induced RS (Fig. 5c). Yet, these clones grew more rapidly than BJ-hTERT or BJ-Ras^V12^ cells, suggesting that they have acquired the capacity to tolerate chronic RS (Fig. 5d).

**Fig. 5:**
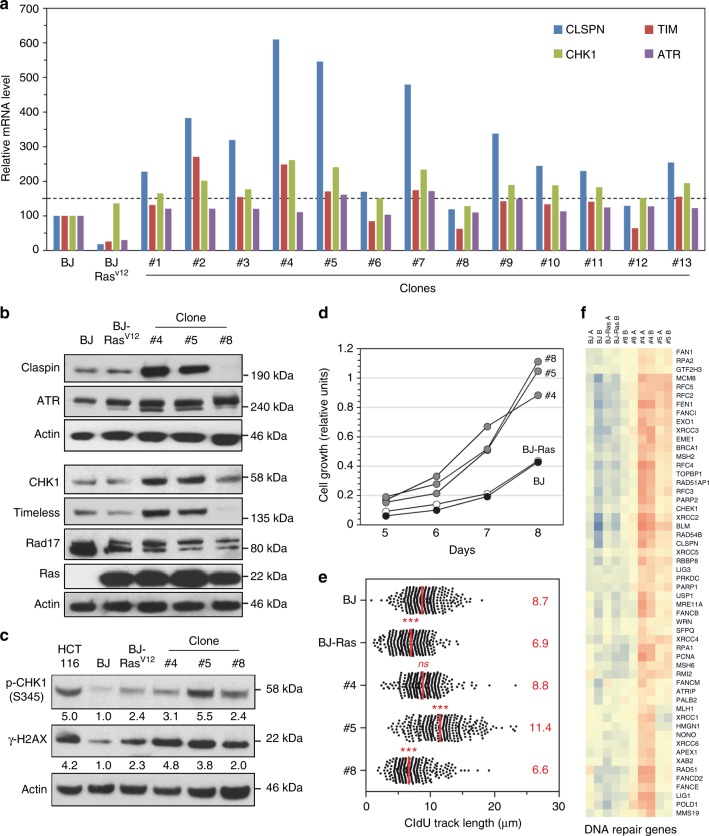
Primary fibroblasts adapt to oncogene-induced replication stress by overexpressing Claspin and Timeless. **a** Immortalized BJ-hTERT cells expressing an oncogenic version of Ras (Ras^v12^) under the control of a doxycyclin-inducible promoter were grown for 60 days in the presence of Dox to induce oncogene-induced senescence (OIS). Thirteen individual clones escaping senescence were isolated. The expression of Claspin, Timeless, CHK1, and ATR mRNAs was determined by qRT-PCR in these clones and in BJ-hTERT cells expressing or not Ras^V12^ after normalization of mRNA levels to HPRT and 18S. BJ-hTERT and BJ-Ras^V12^ cells were grown in presence of doxycyclin 8 days before analysis. **b** Western blot analysis of Claspin, Timeless, CHK1, ATR, RAD17 protein levels in BJ-hTERT, BJ-Ras^v12^ cells, and in clones #4, #5, and #8. **c** Western blot analysis of phospho-CHK1 (S345) and γ-H2AX in BJ-hTERT and BJ-Ras^v12^ cells and in clones #4, #5, and #8. **d** DNA fiber spreading analysis of fork progression in these cells after 10 min IdU and 20 min CldU pulses. The median length of CldU tracks (red) was determined for five independent experiments. ****p < 0.0001, ***p < 0.001, ns nonsignificant difference with BJ cells. Mann–Whitney rank sum test. **e** Growth of BJ-hTERT (black), BJ-Ras^v12^ (white) after 8 days in the presence of doxycyclin and clones #4, #5, and #8 (gray). **f** Hierarchical clustering analysis of BJ-hTERT, BJ-Ras^v12^, and clones #4, #5, and #8 based on the expression of DNA repair genes (in two independent experiments: A and B). Blue: low expression, red: high expression

Since the primary manifestation of RS is a slowdown of replication forks, we next monitored fork progression in clones #4, #5, and #8 by DNA fiber spreading. Remarkably, the slow fork progression induced by Ras^V12^ was completely suppressed in clone #4 and fork progression was even faster in clone #5 than in unchallenged BJ-hTERT cells (Fig. 5e). These data suggested that clones #4 and #5 have acquired new properties allowing them to replicate efficiently in presence of RS. Interestingly, clone #8 showed an impaired fork progression (Fig. 5e), suggesting that these cells have adopted a different strategy than clones #4 and #5 to tolerate RS. To identify the pathway(s) potentially involved in this adaptation process, we analyzed the transcriptome of clones #4, #5, and #8 and compared it to BJ-hTERT and BJ-Ras^V12^ cells. 

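RNA sequencing was performed on 5 populations of human BJ fibroblasts, with 2 libraries of each, called replicates A and B. BJ-hTERT are immortalized fibroblasts, and BJ-Ras are the same cells with an oncogenic form of Ras induced by doxycyclin. Clones #4, #5 and #8 were isolated from cells that had escaped senescence after 60 days of induction. The libraries of clone #8 carry the number 8 in the paper and the number 6 in part of their sample labels, and are called clone #8 here. The authors mapped the read pairs to the GRCh37 genome with STAR, summarized expression per gene and normalized it with DESeq2. The values they deposited are normalized counts for the genes of 4 sets: 53 DNA repair genes, 122 genes of the E2F set, 557 genes of the set linked to HU exposure and 641 genes of the set linked to E2F hyperactivation (siE2F6). The sets hold 1307 different genes, of which 63 are in more than 1 set with identical values. The whole transcriptome was not analysed here, so the depth of the full libraries is unknown. In each library the non-zero values of up to 500 reads were whole multiples of one step, within 0.1 of a read for 100% of them, against 20% by chance. On this scale, the listed genes held from 4926809 reads in BJ-Ras replicate A to 7184843 in clone #4 replicate B. The total was 5561244 and 6162422 reads in replicates A and B of BJ-hTERT, 4926809 and 5974423 in BJ-Ras, 5797566 and 7184843 in clone #4, 5638733 and 6896626 in clone #5, and 5696635 and 5468351 in clone #8. Normalized counts were used as log2(value + 1), so the fold change of weakly expressed genes is understated. Each gene set was tested with SAM multiclass over the 5 populations. The thresholds were those of the paper, a fold change above 1.5 and a false discovery rate below 0.05. The paper's text does not say between which populations the fold change is taken, and the highest and the lowest population were used here. Clones #4 and #5 were then compared with BJ-hTERT and BJ-Ras with limma, in a fit where the 5 populations shared one estimate of the spread, with Benjamini-Hochberg adjustment within the gene set. A population with 2 libraries gives a weak estimate of its own spread. The limma p-values measure differences against the spread between libraries of a population. They leave out the spread between clones and that between BJ-hTERT and BJ-Ras. After centring each gene, the correlation between replicates over the 1307 genes was 0.895 in BJ-hTERT, 0.828 in BJ-Ras, 0.827 in clone #4, 0.935 in clone #5 and 0.403 in clone #8.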

Extensive analysis of differentially expressed genes with GO-TERM, KEGG, and REACTOME failed to identify obvious patterns that could explain their phenotypes. 

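SAM multiclass with 100 permutations called 53 of the 53 DNA repair genes across the 5 populations, 84 of the 122 genes of the E2F set, 450 of the 557 genes of the HU set and 436 of the 641 genes of the siE2F6 set. These calls made up 100%, 68.9%, 80.8% and 68.0% of the sets. The estimated false discovery rate was 0 for 45 of the DNA repair genes (84.9%), and for 26.2% of the E2F set, 19.0% of the HU set and 14.2% of the siE2F6 set. The alternative that moved these counts most was the removal of the genes below the lower quartile of mean expression, which left 267 calls in the siE2F6 set. Every deposited DNA repair gene had a ratio above 1.5 between the mean of clones #4 and #5 and the mean of BJ-hTERT and BJ-Ras, with a lowest ratio of 1.52. In contrast, 27.9% of the E2F set, 25.3% of the HU set and 15.9% of the siE2F6 set were above this ratio. The deposited DNA repair genes thus hold only genes higher in clones #4 and #5, and a count of calls among them cannot be compared with the other sets. In the HU set, the genes with the largest rise in clones #4 and #5 were ANKRD30B, SHROOM4 and SEMA3E. SHROOM4 was listed at 0 in the 4 libraries of BJ-hTERT and BJ-Ras, and was at 10.1 and 8.17 normalized counts in the libraries of clone #4 (9 reads in each) and at 209 and 171 in those of clone #5. Its rise was thus mostly that of clone #5. SEMA3E was at 2.63 ± 0.594 normalized counts in BJ-hTERT, 5.43 ± 1.17 in BJ-Ras, 59.6 ± 0.438 in clone #4 and 403 ± 23.8 in clone #5 (SD, n = 2 libraries each). ANKRD30B was at 25.1 ± 7.23 normalized counts in clone #4 and 382 ± 4.58 in clone #5, and at 5.75 or less in each library of BJ-hTERT and BJ-Ras. The largest falls of the HU set were those of PRRX2, C1S and DIO2, with log2 fold changes of -7.81, -6.82 and -6.30 (limma, adjusted p = 6.3e-05, 9.3e-05 and 0.00086). PRRX2 rested on 0 to 7 reads per library in clones #4 and #5, so the size of its fall is uncertain. In the siE2F6 set, among genes whose 4 libraries of clones #4 and #5 all lay on one side of the 4 libraries of BJ-hTERT and BJ-Ras, SOX9 and ETV4 rose by log2 fold changes of 2.04 and 1.97 (limma, adjusted p = 2.7e-05 and 6.2e-05). Both were already higher in BJ-Ras than in BJ-hTERT, by 2.00 and 1.33 (limma, adjusted p = 0.00080 and 0.0055). SOX9 was at 454 ± 20.1 normalized counts in BJ-hTERT, 1829 ± 258 in BJ-Ras, 5287 ± 602 in clone #4 and 2688 ± 411 in clone #5 (SD, n = 2). DRD2 was listed at 0 in the 4 libraries of BJ-hTERT and BJ-Ras. It was at 22.9 and 15.0 normalized counts in the libraries of clone #5 and at 1.12 and 1.82 in those of clone #4. ZNF385D, MX1 and SEZ6L2 fell with log2 fold changes of -5.59, -5.43 and -4.98 (limma, adjusted p = 0.00014, 0.010 and 1.9e-05). ZNF385D rested on 0 to 4 reads per library in clones #4 and #5, so the size of its fall is uncertain. MX1 was at 14829 ± 2917 normalized counts in BJ-Ras and 807 ± 326 in BJ-hTERT (SD, n = 2). Against BJ-hTERT alone its log2 fold change was -3.96 in clone #4 and -2.66 in clone #5, with a standard error of 1.83 from a spread that includes clone #8, where MX1 was at 85.8 and 11614 normalized counts.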

Since resistance to RS depends on E2F transcription^61^, we have performed a differential expression analysis was performed using a SAM multiclass analysis focusing on different set of genes induced by E2F or E2F hyperactivation (siE2F6), HU exposure^62^, and genes involved in DNA repair (http://repairtoire.genesilico.pl). Among these, only DNA repair genes allowed a good separation between clone #4 and #5 and BJ or BJ-Ras cells, clone #8 showing intermediate profiles (Supplementary Fig. 5d). These data suggest that other overexpressed factors contribute to RS tolerance, besides Claspin and Timeless.

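The separation of clones #4 and #5 from BJ-hTERT and BJ-Ras was measured as the mean silhouette of their 8 libraries, which is 1 for tight and distant groups and 0 for groups that overlap. With 1 minus Pearson correlation of gene-centred log2 values as the distance, the silhouette was 0.38 for the DNA repair genes, 0.54 for the E2F set, 0.57 for the HU set and 0.55 for the siE2F6 set. In each of the 4 sets, the real grouping gave the highest silhouette of the 35 ways to divide the 8 libraries into 4 and 4. Most of these divisions part the replicates of a population, and only 3 keep each population whole, so that an exact permutation test of populations cannot give a p below 0.333. The other 2 divisions of whole populations gave 0.24 and -0.045 for the DNA repair genes and 0.22 or less for the other sets. The distance decided the order of the sets. With Euclidean distance, the silhouette was 0.59 for the DNA repair genes, against 0.35 for the E2F set, 0.37 for the HU set and 0.35 for the siE2F6 set. Correlation ignores a rise shared by all genes of a set, and the 53 deposited DNA repair genes are all higher in clones #4 and #5. As these genes are all above a ratio of 1.5 between the groups, their silhouette cannot be ranked against the other sets with either distance. When each DNA repair gene was also divided by its SD, the silhouette with the correlation distance was -0.11. In an average-linkage tree of the 10 libraries with the correlation distance, clones #4 and #5 formed 1 branch with replicate A of BJ-hTERT for the DNA repair genes, with replicate A of clone #8 for the E2F set and with both libraries of clone #8 for the HU and siE2F6 sets. With Euclidean distance, the branch of clones #4 and #5 held no library of BJ-hTERT or BJ-Ras for the DNA repair and siE2F6 sets, but held 2 of them for the E2F and HU sets. Clone #8 was placed on the line from the mean of BJ-hTERT and BJ-Ras, at position 0, to the mean of clones #4 and #5, at position 1. For the DNA repair genes its replicates A and B were at 0.576 and 0.300, for the E2F set at 0.607 and 0.435, for the HU set at 0.76 and 0.64, and for the siE2F6 set at 0.905 and 0.599. A simulated population identical to BJ-hTERT and BJ-Ras was at 0.111 or less for the DNA repair genes and at 0.113 or less for the other sets in 1000 simulations. Each simulated position was the mean of 2 libraries, with the replicate spread of the populations other than clone #8. The means of clone #8, from 0.438 for the DNA repair genes to 0.752 for the siE2F6 set, were above this range in each of the 4 sets. As a single library, replicate A of BJ-hTERT reached 0.218 for the DNA repair genes. The BJ-Ras libraries were at 0.158 and 0.125 for the HU set and at 0.134 and 0.093 for the siE2F6 set. The means of BJ-Ras were 0.141 and 0.114 in these sets, where the simulations reached only 0.065 and 0.066. The simulations thus leave out part of the real spread. Both libraries of clone #8 were above the BJ-Ras libraries too. Position 1 is set by clones #4 and #5, so a clone not used to draw the line tends to fall below it. On lines drawn to clone #5 alone, clone #4 was at 1.37 and 1.29 for the DNA repair genes, 0.78 and 0.78 for the E2F set, 0.62 and 0.62 for the HU set and 0.65 and 0.68 for the siE2F6 set. On the same lines, clone #8 was at 0.69 and 0.36, 0.58 and 0.49, 0.57 and 0.58, and 0.66 and 0.50. On lines drawn to clone #4 alone, clone #5 was at 0.65 and 0.73, 0.55 and 0.58, 0.69 and 0.71, and 0.58 and 0.59, and clone #8 at 0.48 and 0.25, 0.44 and 0.27, 0.69 and 0.47, and 0.79 and 0.47. Both libraries of clone #8 were below the held-out clone on both lines for the DNA repair, E2F and HU sets, narrowly for the HU set, but not for the siE2F6 set. The listed DNA repair genes are all higher in clones #4 and #5, which favours the held-out clone. The paper states that, among these sets, only the DNA repair genes gave a good separation of clones #4 and #5 from BJ-hTERT and BJ-Ras, and that the profiles of clone #8 were intermediate.

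**Figure D1:**
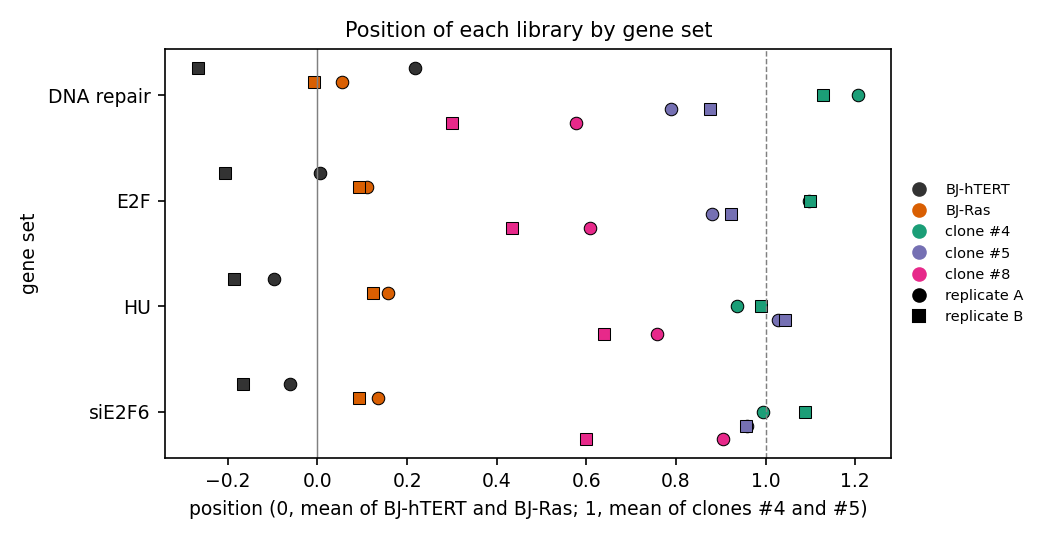
Position of each of the 10 libraries (horizontal axis, no unit) for each gene set (vertical axis), where 0 is the mean of BJ-hTERT and BJ-Ras and 1 the mean of clones #4 and #5; circles are replicate A and squares replicate B. The libraries of clone #8 lie between 0.300 and 0.576 for the DNA repair genes and between 0.599 and 0.905 for the siE2F6 set.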

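All 53 deposited DNA repair genes were higher in clones #4 and #5 than in BJ-hTERT and BJ-Ras at an adjusted p below 0.05 and a fold change above 1.5 (limma with Benjamini-Hochberg adjustment), with a median log2 fold change of 0.90 and a range from 0.61 to 1.97. As the deposited genes all exceed a ratio of 1.5 between these groups, the fold change part of this count is fixed by the list. A list chosen for this rise also favours low p-values, and the adjustment covers only the listed genes. The p-values given here for single DNA repair genes thus overstate the evidence. In 51 of the 53 genes, the 4 libraries of clones #4 and #5 were all above the 4 libraries of BJ-hTERT and BJ-Ras, and this count also depends on the choice of the listed genes. Compared with BJ-hTERT alone, 51 genes were higher in clone #4, 38 in clone #5, 12 in clone #8 and 1 in BJ-Ras, and none were lower. At an unadjusted p below 0.05, 23 genes were higher in clone #8, and 4 were higher and 3 lower in BJ-Ras. The count that depended most on the estimate of the spread was that of clone #8, which fell to 1 when only clone #8 and BJ-hTERT entered the fit. With log2 values shifted to equal library medians over the 4 sets, 42 genes were higher in clones #4 and #5. CLSPN, which encodes Claspin, lies on chromosome 1 of GRCh37 from 36185819 to 36235579. Its expression was 1350 ± 759 normalized counts in BJ-hTERT, 1601 ± 167 in BJ-Ras, 4080 ± 835 in clone #4, 2650 ± 1.49 in clone #5 and 2139 ± 446 in clone #8 (SD, n = 2 libraries each). The log2 fold change of CLSPN in clones #4 and #5 against BJ-hTERT and BJ-Ras was 1.22 (standard error 0.23, limma, adjusted p = 0.00023), and stayed between 0.91 and 1.52 with each library left out in turn. Replicates A and B of BJ-hTERT were at 1887 and 814 normalized counts of CLSPN, a wider gap than that between the means of BJ-hTERT and clone #8. Against BJ-hTERT, CLSPN rose by 1.70 in clone #4 (adjusted p = 0.00032, limma) and by 1.10 in clone #5 (adjusted p = 0.011, limma) on the log2 scale. In clone #8 the log2 fold change of CLSPN was 0.77 with an adjusted p of 0.097, or 0.033 with experiments A and B as a block in the same limma fit. TIMELESS lies on chromosome 12 from 56810147 to 56843210. It was at 3164 ± 1045 normalized counts in BJ-hTERT, 2455 ± 171 in BJ-Ras, 4839 ± 353 in clone #4, 3976 ± 332 in clone #5 and 3297 ± 659 in clone #8 (SD, n = 2). The log2 fold change of TIMELESS was 0.67 in clones #4 and #5 against BJ-hTERT and BJ-Ras (standard error 0.18, limma, adjusted p = 0.0024). Against BJ-hTERT alone it was 0.65 in clone #4 (limma, adjusted p = 0.024, but 0.058 after the shift to equal medians), 0.37 in clone #5 (adjusted p = 0.19) and 0.08 in clone #8 (adjusted p = 0.79). Replicate A of BJ-hTERT, at 3903 normalized counts, was above replicate A of clone #5, at 3742. CHEK1, which encodes CHK1, lies on chromosome 11 from 125495058 to 125546150. Its log2 fold change against BJ-hTERT was 1.21 in clone #4 and 0.66 in clone #5 (limma, adjusted p = 0.00031 and 0.020), and 0.44 in clone #8 (adjusted p = 0.15). PCNA, BRCA1 and TOPBP1 rose in clones #4 and #5 against BJ-hTERT and BJ-Ras by 1.20, 1.21 and 1.12 on the log2 scale (limma, adjusted p = 8.7e-05, 3.1e-05 and 5.3e-05). The largest rises were those of BLM, FEN1 and MCM8, with log2 fold changes of 1.97, 1.72 and 1.65 (limma, adjusted p = 1.0e-05 for each).

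**Figure D2:**
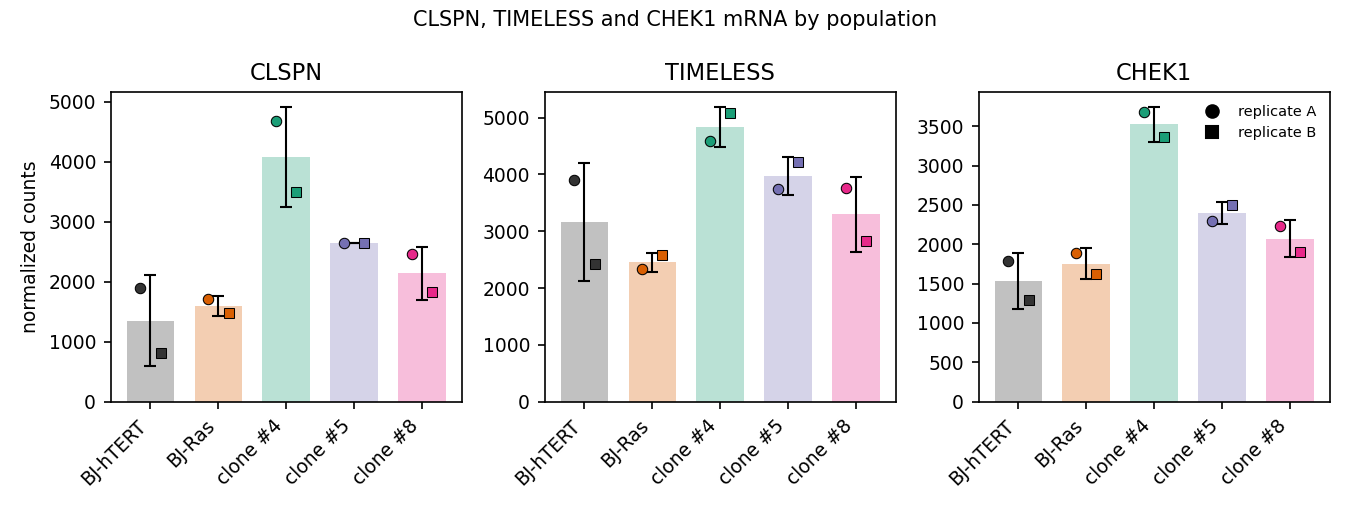
Normalized counts (vertical axes, starting at 0) of CLSPN, TIMELESS and CHEK1 in the 5 populations; bars are means of 2 libraries, error bars the SD, circles replicate A and squares replicate B. Both libraries of clone #4 are above those of BJ-hTERT for each of these genes, whereas TIMELESS in clone #5 overlaps with BJ-hTERT.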

Since clone #4 and #5 overexpress a large number of replication factors besides Claspin and Timeless (Fig. 5f, Fold change > 1.5; FDR = 0), we next asked whether depletion of only Claspin or Timeless would be sufficient to prevent RS tolerance, as shown above for HCT116 cells (Fig. 4d). To address this possibility, clone #4 and #5 were transfected with siRNA pools against Claspin and Timeless (Fig. 6a) and fork progression was monitored by DNA fiber spreading. This analysis confirmed the slow fork phenotype induced by the expression of Ras^V12^ in BJ cells and the ability of clones #4 and #5 (but not #8) to restore a normal fork progression despite the induction of Ras^V12^ (Fig. 6b). Remarkably, this adaptation was lost upon depletion of Claspin or Timeless in clones #4 and #5, as manifested by slower fork progression (Fig. 6b) and increased γ-H2AX levels (Supplementary Fig. 6a). These data suggest that the overexpression of Claspin and Timeless is a spontaneous event that is selected at early stages of the cancer process to protect cells from chronic RS.

**Fig. 6:**
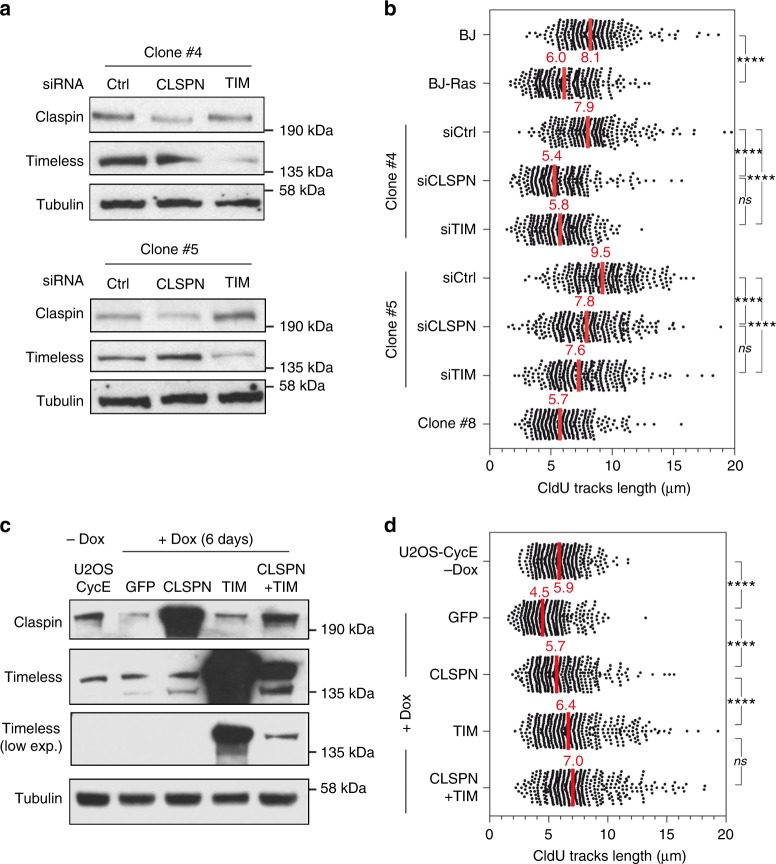
Increased levels of Claspin and Timeless promote fork progression in cells expressing oncogenic Ras. **a** Protein levels of Claspin and Timeless in clones #4 and #5 transfected with control (si-Ctrl), Claspin (si-CLSPN), and Timeless (si-TIM) siRNAs. **b** DNA fiber spreading analysis of fork progression in clones #4 and #5 after depletion of Claspin and Timeless with siRNAs. Median CldU tracks length (red) were determined for three independent experiments. ****p < 0.0001, ***p < 0.001, ns nonsignificant difference. Mann–Whitney rank sum test. **c** Levels of Claspin and Timeless in U2OS-CycE cells transfected with GFP, Claspin, and Timeless plasmids. U2OS-CycE cells expressing Cyclin E under the control of a doxycyclin-inducible promoter were grown during 6 days in the presence of Dox to induce replication stress. Then cells are transfected with plasmids to overexpress GFP, Claspin or Timeless during 3 days before performing DNA spreading experiment. **d** DNA spreading analysis of experiment performed in **c**. DNA spreading was also performed on U2OS-CycE cells growing without Dox. Median CldU tracks length (red) were determined for three independent experiments. ****p < 0.0001, ns nonsignificant. Mann–Whitney rank sum test

To determine whether the overexpression of Claspin or Timeless is not only necessary but also sufficient to promote resistance to oncogene-induced RS, these proteins were expressed in BJ-Ras^v12^ (Supplementary Fig. 6b) and in U2OS-CycE cells (Fig. 6c) and their ability to restore normal fork progression was monitored by DNA fiber spreading after induction of Ras^V12^ in BJ-hTERT cells or CycE in U2OS cells. In BJ-Ras^v12^ cells, the overexpression of Claspin, Timeless, or both proteins rescued fork slowdown induced by Ras^V12^ in BJ-hTERT cells (Supplementary Fig. 6c) and by CycE in U2OS cells (Fig. 6d). Together, these data indicate that increased levels of Claspin or Timeless is sufficient to protect cells from oncogene-induced RS.

## Discussion

Oncogene-induced RS plays an active role in tumorigenesis by promoting genomic instability and by inducing a selective pressure for the inactivation of DDR factors such as TP53 and ATM^1^. Spontaneous DNA damage and genomic instability are caused by DNA replication problems occurring in pretumoral lesions^57^. However, DDR signals decrease during cancer development, as illustrated in bladder cancer^2^. Recent evidence indicates that this decreased DDR signaling correlates with increased expression of the checkpoint mediator Timeless in bladder tumors^25^. However, the mechanism by which Timeless promotes adaptation to oncogene-induced RS is currently unclear.

Here, we have monitored the expression of Claspin and Timeless in primary breast, colorectal, and lung cancers and compared it to other components of the ATR-CHK1 pathway. This analysis revealed that Claspin, Timeless, and CHK1 are overexpressed in a coordinated manner in these three cancers whereas the checkpoint sensors ATR, RAD17, and RAD9 are not. We confirmed that Claspin and Timeless protein levels are much higher in cancer cell lines relative to immortalized fibroblasts, which is consistent with earlier studies^63,64^. Moreover, we observed a tight correlation between the abundance of Claspin, Timeless, and CHK1 proteins the proteomic landscape of 50 colon cancer cell lines^43^. Together, these data indicate that the downstream components of the ATR-CHK1 pathway define a functional module that is specifically enhanced in cancer cells.

Importantly, we also found that in low-grade NSCLC, increased expression of Claspin, Timeless, and CHK1 (but not ATR, RAD9, and RAD17), correlates with the aggressiveness of the tumor. This finding is important because surgical resection is the standard of care for NSCLC and recurrence after resection has been reported in 30–75% of all cases from stage I to stage III^65^. The current clinical staging based on anatomic or pathological factors is insufficient to predict the evolution of the disease, especially for early stage diseases. Our data indicate that Claspin and Timeless could be used as prognostic markers to identify patients who would benefit from adjuvant chemotherapy.

Claspin and Timeless have a dual role in checkpoint signaling and in the maintenance of replication fork integrity^34–36^. To determine which of these two activities promotes RS tolerance, we have reduced the expression of Claspin and Timeless to levels that impede cell growth without interfering with ATR-CHK1 signaling. Conflicting results have been published regarding the impact of Claspin and Timeless depletion on CHK1 activation^10,66–69^. Our data indicate that residual levels of Claspin and Timeless are sufficient to activate CHK1. Alternatively, other checkpoint mediators such as TopBP1 and BRCA1 could be redundant with Claspin and Timeless^33,70^. Our data indicate that the abundance of TopBP1 and BRCA1 correlates with Claspin, Timeless, and CHK1 in colon cancer cell lines, which would be consistent with the latter hypothesis. In any case, we report here that the reduction of Claspin and Timeless levels in cancer cell lines reduced the speed of fork progression, increased the rate of fork stalling and increased γ-H2AX levels in checkpoint-proficient cells. We, therefore, propose that enhanced levels of Claspin and Timeless protect cancer cells from endogenous RS in a checkpoint-independent manner.

The mechanism by which an excess of Claspin and Timeless promote RS tolerance is currently unclear. A large body of evidence indicates that these two proteins form a FPC together with Tipin and interact with multiple components of the replisome to maintain the integrity of stressed forks^32,34^. This structural function of the FPC could help forks progress through regions of the genome that are intrinsically difficult to replicate, especially in the context of deregulated oncogenic pathways. Interestingly, we have found that Timeless depletion affected preferentially late-replicating regions of the genome, whereas Claspin depletion impacted replication throughout S phase. These data suggest that Claspin and Timeless have nonredundant functions in the FPC, which is consistent with yeast data. Indeed, the budding yeast orthologue of Timeless is required for stable pausing at specific replication barriers, whereas the orthologue of Claspin is not^39,51^. Moreover, Timeless facilitates fork progression through telomeric and pericentric chromatin^71,72^ and stimulates the activity of the DDX1 helicase on structured DNA substrates that could be more abundant in late-replicating, repeated regions of the genome^73^. Interestingly, recent evidence indicates that Timeless is displaced from the replisome under RS conditions to slowdown fork progression and prevent deleterious consequences for the integrity of the genome^74^. In this context, enhanced levels of Claspin, Timeless, and Tipin in cancer cells may promote the reassembly of the FPC and accelerate fork restart. This is consistent with the fact that overexpressed Claspin and Timeless accumulate on chromatin in HCT116 cells and could be easily available to reform the FPC upon stress-induced dissociation. Interestingly, the overexpression of Timeless in bladder cancer is associated with increased genomic instability^25^. It is, therefore, likely that the adaptation to oncogene-induced RS mediated by enhanced Claspin and Timeless occurs at the expense of genome integrity and would therefore promote cancer progression.

Another important question raised by our study concerns the mechanism by which cancer cells overexpress Claspin and Timeless. The expression of Claspin and CHK1 depends on the E2F pathway^61,75^, which are upregulated by oncogenes and contributes to RS tolerance^61^. To determine whether the upregulation of the E2F pathway is the initial event contributing to the upregulation of Claspin and Timeless, we have overexpressed an oncogenic form of Ras in immortalized primary fibroblasts and monitored the expression of Claspin, Timeless in clones escaping OIS^12,13^. Remarkably, a large fraction of these clones showed increased levels of Claspin and to a lesser extent Timeless. We also detected increased levels of CHK1 mRNAs, but not ATR, which is consistent with the levels observed in tumor samples and cancer cell lines. As in cancer cell lines, the depletion of Claspin and Timeless in these clones increased oncogene-induced RS, stressing the importance of these proteins the adaptation to stress. Transcriptome analyses of these clones revealed complex and heterogeneous gene-expression profiles that are not consistent with a simple upregulation of the E2F pathway, but with a global overexpression of a large group of DDR genes involved in fork protection. 

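In the E2F set, 36 of the 122 genes were higher and 19 were lower in clones #4 and #5 than in BJ-hTERT and BJ-Ras (limma, adjusted p below 0.05 and fold change above 1.5), and the median log2 fold change of the set was 0.20. Higher genes made up 65.5% of these calls, and 54.3% when the libraries were shifted to equal medians over the 4 sets, which moved single libraries by up to 0.13 on the log2 scale. In the siE2F6 set, 100 genes were higher and 140 were lower, with a median of -0.05, and higher genes made up 41.7% of the calls. Among the alternatives that keep all libraries, this share was lowest after the shift, at 31.3%. It was highest, at 49.0% (76 higher and 79 lower), without the genes below the lower quartile of expression. In the HU set, 142 genes were higher and 114 were lower, with a median of 0.14. After removal of shared genes, 27.7% of the E2F set, 24.4% of the HU set and 15.2% of the siE2F6 set were higher in clones #4 and #5, against 100% of the deposited DNA repair genes. Fisher's exact test gave two-sided adjusted p of 5.9e-21, 7.0e-26 and 4.4e-37 for these differences, but the deposited DNA repair genes all lie above a ratio of 1.5, which largely fixes their share. Genes are also not independent replicates. Among the genes of the E2F set whose 4 libraries of clones #4 and #5 all lay on one side of the 4 libraries of BJ-hTERT and BJ-Ras, KIAA0101, MYBL2 and E2F1 rose most. MSX2, PMAIP1 and KCNN4 rose more, with log2 fold changes of 1.92, 1.84 and 1.75, but their libraries overlapped. KIAA0101 was at 946 ± 155 normalized counts in BJ-hTERT, 696 ± 7.64 in BJ-Ras, 3352 ± 422 in clone #4 and 1882 ± 121 in clone #5 (SD, n = 2 libraries each), a log2 fold change of 1.63 (limma, adjusted p = 6.6e-05). The log2 fold change was 1.62 for MYBL2 and 1.36 for E2F1 (limma, adjusted p = 0.00070 and 0.0050). E2F1 was at 1908 and 758 normalized counts in replicates A and B of BJ-hTERT and at 2149 and 2461 in clone #5. By the same rule, which leaves out ID2 (log2 fold change -2.54), the largest falls were those of CITED2, LOX and IFI35, with log2 fold changes of -2.49, -2.05 and -1.80 (limma, adjusted p = 2.9e-06, 0.00040 and 0.019). CITED2 was at 62873 ± 8368 normalized counts in BJ-hTERT, 18285 ± 1132 in BJ-Ras, 11441 ± 175 in clone #4 and 3150 ± 11.8 in clone #5 (SD, n = 2). Its p-value leaves out these differences within each side. The adjusted p of IFI35 rose to between 0.055 and 0.068 in 4 of the 10 fits that each left out 1 library, and IFI35 was at 692 and 5024 normalized counts in replicates A and B of clone #8. From its transcriptome analyses, the paper concludes that the profiles of the clones do not reflect a simple upregulation of the E2F pathway.

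**Figure D3:**
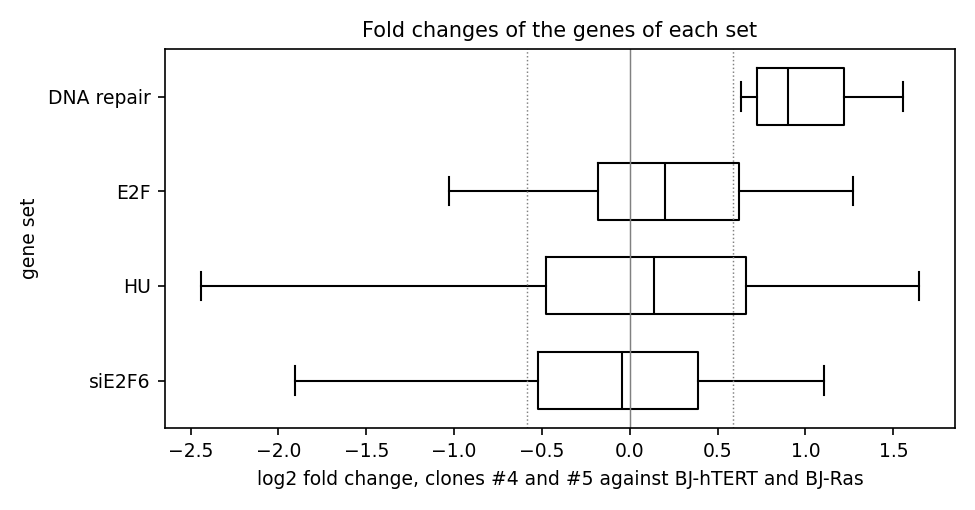
Log2 fold change of clones #4 and #5 against BJ-hTERT and BJ-Ras (horizontal axis) for the genes of each set (vertical axis); boxes span the quartiles with the median as a line, whiskers the 5th to 95th percentiles, and dotted lines mark a fold change of 1.5. The medians are 0.90 for the DNA repair genes, 0.20 for the E2F set, 0.14 for the HU set and -0.05 for the siE2F6 set.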

Interestingly, one of the OIS-resistant clones did not overexpress Claspin and Timeless, indicating that alternative pathways exists to adapt to RS.

In conclusion, our work supports a model in which the overexpression of Claspin and Timeless protects forks from chronic RS by stabilizing the replisome without increasing the activation of the ATR pathway. This would confer a proliferative advantage to cancer cells experiencing chronic RS by promoting replication fork progression without triggering an increased checkpoint response, which would be detrimental to tumor growth. These data indicate that Claspin and Timeless represent promising targets for anticancer therapies targeting replication forks. Moreover, they represent valuable prognostic markers for patients with early NSCLC.

## Methods

### Tumor samples, RNA extraction, and statistical analysis

RNA samples were extracted and quantified from 93 untreated primary lung adenocarcinomas, 206 primary breast cancers (PACS01 trial), and 74 primary colorectal carcinomas as described^27,41,42^. Written informed consent was obtained from all patients before testing and experiments conformed to the principles set out in the WMA Declaration of Helsinki. DFS data were available for 72 low-stage (IA/IB/IIA/IIB) lung cancer patients. All survival times were calculated from the date of surgery and were estimated by the Kaplan–Meier method with 95% confidence intervals (CI), using the following first-event definitions: loco-regional relapse, distant metastasis, other cancer or death from any cause. Patients alive without disease are censored at the date of last follow-up. Gene-expression values were divided into two equal groups by taking the median value. Univariate analysis was performed using the Log-rank test. Two-sided *p* values of less than 0.05 were considered statistically significant. Statistical analyses were performed using STATA 12.0 software.

### Immunohistochemistry

Paraffin-embedded specimens were obtained from 14 breast cancer patients for immunohistochemical analysis. The procedures of immunostaining were carried out with standard protocols by the PETRA-AMMICa Facility (Gustave Roussy Institute, France). Briefly, 3 μm paraffin tissue slides were deparaffinized after antigen retrieval and quenching of endogenous biotin, sections were incubated at room temperature for 60 min with a rabbit anti-Timeless antibody (1/100, ab109512, Abcam). Antibody binding was detected using the EnVision Flex Dako kit (Agilent) and counterstaining was performed with Mayer’s Hemalun solution.

### Cell lines, cell culture, and drugs

The human HCT116 colorectal carcinoma cell line was provided by A. Coquelle (IRCM, Montpellier, France). Normal human fibroblasts IMR90 and BJ-hTERT were a gift of J-M Lemaitre (IGF, Montpellier, France). MCF7 breast cancer cells were provided M. Piechaczyk (IGMM, Montpellier, France). HeLa cervical cancer cells and U2OS cells were a gift of M. Benkirane (IGH, France), All cell lines were grown in high glucose Dulbecco’s modified Eagle’s medium with ultraglutamine, supplemented with 10% heat inactivated fetal bovine serum (FBS) and 10% antibiotics (Lonza). Cell lines were grown at 37 °C in a humidified atmosphere of 5% CO_2_ and were tested for absence of mycoplasma contamination.

### Correlation analysis of proteomics data

Colorectal cancer cell line proteomics data were retrieved from ref. ^43^. Correlation heatmaps were generated with the Morpheus clustering web tool (https://software.broadinstitute.org/morpheus/) using Pearson’s correlation.

### Cell line transduction and plasmid transfection

pBABE-Puro H-RasV12 (n°12545 Addgene) or Cyclin E and corresponding empty vectors were used to infect either BJ hTERT cells or U2OS, respectively. Lentiviruses were produced by the vectorology facility (BioCampus Montpellier) according to standard protocols^76^. Plasmid transfection in BJ-Ras^v12^ cells was performed using Viromer Yellow (Lipocalix) according to the manufacturer’s instructions. U2OS-CycE transfections were performed using Interferin (Polyplus-transfection, Illkirch, France) according to the manufacturer’s instructions. As a control, pMax-GFP plasmid (Lonza) was used and to overexpressed Claspin and Timeless pcDNA3.1-Flag-claspin (Addgene no. 12659) and pcDNA 4-Flag-Timeless (Addgene no. 22887) plasmids were used.

### RNA interference and transfection

MISSION^®^ TRC shRNA plasmid targeting Claspin (TRCN0000130853) and Timeless (TRCN0000157801) and MISSION^®^ pLKO.1-puro Non-Mammalian shRNA Control Plasmid (shc002) (Sigma-Aldrich) were used to produce lentiviruses expressing constitutive shRNA. TRIPZ inducible lentiviral shRNA plasmid (Thermo Scientific Open Biosystems) targeting Claspin (V2THS_200492) and Timeless (V2THS_47526) were used to produce lentiviruses expressing inducible shRNAs on the vectorology facility (BioCampus Montpellier)^76^. HCT116 cells were transduced with these different lentiviruses expressing individual shRNA and heterogeneously-infected population of cells expressing shRNA was selected with 1 μg/ml Puromycin. Inducible shRNA are expressed by addition of 2 μg/ml Doxycycline for three days before experiments. Infected cell populations were maintained in culture for no more than one month. For siRNA transfection, On-Target plus SMART pool (Dharmacon) against Claspin (L-005288-00) or against Timeless (L-019488-00) were used. Hiperfect reagent (Qiagen) has been used for HCT116 cells transfection and Amaxa cell line Nucleofector Kit R technology (Lonza) for clones 4 and 5 transfection.

### Immunoblotting

Cells were lysed in 2× Laemmli buffer at the concentration of 1 × 10^4^ cells/µl. Lysates were treated with 3 μl of Benzonase (25 U/µl, Sigma) for 30 min at 37 °C. RPE-1 and MCF10A cells extracts were a gift of M. Mechali and R. Fernandez de Luco labs respectively (IGH, France). Proteins were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis, transferred to nitrocellulose membrane and analyzed by western immunoblotting with appropriate antibodies: anti-Claspin (1/50, gift of T. Halazonetis, Geneva), anti-Timeless (1/1000, Interchim), anti-Actin (1/500, Sigma), anti-phospho Ser317-CHK1 or Ser345-CHK1 (1/1000, Cell Signaling Technology, ref 2344S and 2348), anti-CHK1 (1/1000, Cell Signaling Technology, ref 2360), anti-Cdc25A (1/200, Santa Cruz, ref sc-7389), anti-γ-H2AX (1/1000, Millipore, ref 05–636), anti-Tubulin (1/3000, Abcam, ref ab-6161), anti-RPA (1/300, Abcam ref ab-79398), anti-ATR (1/1000, Abcam, ref ab-10312), anti-RAD17 (1/1000, MBL, ref K0120-03), anti H3 (1/3000, Abcam, ref ab-7191), anti-ras (1/500, BD, ref 610002), anti-Actin (1/500, Sigma ref A4700). Blots were incubated with horseradish peroxidase-linked secondary antibody (GE Healthcare) and visualized using the ECL^+^ chemiluminescence method (Pierce).

### Cell fractionation

Cells were lysed with 0.2% Triton X-100 CSK buffer (10 mM PIPES [pH 6.8], 100 mM NaCl, 300 mM sucrose, MgCl_2_, 1 mM EGTA, 1 mM EDTA, proteases inhibitors cocktail (Complete, EDTA-free tablets; Roche), and 0.2% Triton X-100) for 10 min on ice. After centrifugation (0.8 × *g* for 5 min), the supernatant is the soluble fraction (sup). The pellet was washed once more with the same buffer and incubated 10 min on ice. After centrifugation (0.8 × *g* for 5 min) the pellet (chromatin fraction) was resuspended in 2× Laemmli buffer.

### Cell proliferation quantification

The Cell Proliferation Reagent WST-1 (Sigma) is used for the spectrophotometric quantification of cell proliferation.

### Soft agar assay

Totally, 5 × 10^4^ cells were resuspended in 3 ml of prewarmed DMEM-10% FBS and were mixed with 3 ml of 0.8% agar solution (Sigma A5431) in 10% DMEM and 1% FBS. A total of 1.5 ml of cell suspension is poured in three wells containing a 2 ml prewarmed layer of 1% Agar in 10% DMEM and 1% FBS. Totally, 1 ml of medium is added on the upper agarose layer and plates are incubated for 15 days at 37 °C. Top medium is replaced every three days. Colonies were visualized with a microscope and colony sizes were determined with the MetaMorph software.

### Colony formation assay

HCT116 cells are plated in 6-well plates at 20% confluence and are grown for 2 weeks. Cells are washed twice with ice-cold phosphate-buffered saline (PBS) and fixed for 10 min with ice-cold methanol. Colonies are stained for 10 min at room temperature with 0.5% crystal violet in 25% methanol and rinsed with ddH20.

### Cell sorting

After trypsinization, asynchronous cells were resuspended in PBS-3mM EDTA (10^7^ cells/500 μL cells) and fixed in ETOH 70% as in the previous section. After two washes in ice-cold PBS, cells were resuspended at the concentration of 5 × 10^6^ cells/ml in staining buffer (3 mM EDTA, 0.05% NP40, 50 µg/ml propidium iodide, 1 mg/ml RNase A in PBS). Cells in G_1_, early S, and late S phase were collected according to their DNA content with a FACS-Aria cell sorter (Becton Dickinson) at the IGMM-MRI facility (Montpellier, France). Immediately after collection, each fraction of cells was divided in two parts: one for proteins analysis by western blot and one for DNA combing.

### Flow cytometry analysis of γ-H2AX and EdU

Asynchronous cells were pulse labeled with 10 μM EdU (5-ethynyl-2′-deoxyuridine) for 30 min before harvesting. Cells were trypsinized as usual, washed once with cold PBS and once with PBS–bovine serum albumin (BSA) 1%. A total of 1 × 10^6^ cells were fixed in 2% formaldehyde–PBS for 10 min in the dark at room temperature and washed twice in 1 ml of cold PBS/1% BSA. cells were permeabilized by addition of 200 μL of saponin buffer (0.1% saponin in PBS/0.5% BSA) for 10 min at 4 °C and incubated with γ-H2AX antibody (Millipore 05-636) diluted at 1/500 in 100 μL of saponin buffer for 2 h at room temperature in the dark. After two washes in saponin buffer cells were incubated in 50 μL of saponin buffer containing the secondary anti-mouse Alexa 488 antibody (Molecular probes: A-11001) at 1/500 for 30 min at room temperature in the dark. Cell were washed twice in 0.5 ml of saponin buffer and resuspended in 100 μL of Click-it reaction mix (86.5 µl H_2_O, 3 µl CuSO_4_ (0.1 M), 0.5 µl Alexa fluor 647-azide (Thermo Fisher Scientific), 10 µl of 100 mM freshly prepared vitamin C) for 30 min at room temperature in the dark. Cells were washed twice with 0.5 ml PBS/1% BSA and resuspended in 0.5 ml 1% BSA/PBS containing 0.1 mg/ml RNase A and 2 µg/ml DAPI. After 30 min at 37 °C samples were analyzed with the Miltenyi Macs Quant analyzer and FlowJo software at the IGH-MRI facility (Montpellier, France).

### Single-nucleotide polymorphism comparative genomic hybridization

CNVs in sh-Ctrl, sh-CLSP, and sh-TIM cells were determined using Illumina Infinium technology, using BeadChips (HumanHap300 duo) containing 317000 SNP tags. The cnvPartition plug-in of the Illumina BeadStudio software was used to annotate CNVs and estimate copy number.

### DNA combing and DNA fiber spreading

DNA combing and DNA fiber spreading were performed as described^48,49,77^ using the following combination of antibodies. *Primary antibody mix:* Mouse anti-BrdU to detect IdU (1/100 PBS/T, BD 347580), Rat anti-BrdU to detect CldU (1/100 PBS/T, Eurobio clone BU1/75), Anti-ssDNA (1/100 PBS/T, auto anti-ssDNA, DSHB)*. Secondary antibody mix:* Goat anti-rat Alexa 488 (1/100 PBS/T, Molecular Probes, A11006); Goat anti-mouse IgG1Alexa 546 (1/100 PBS/T, Molecular Probes, A21123); Goat anti-Mouse IgG2a Alexa 647 (1/50 PBS/T, Molecular Probes, A21241). Statistical analysis of track lengths is performed with GraphPad Prism 7.0.

### Immunofluorescence

HCT116 cells were seeded on cover glasses and labeled with 10 mM EdU for 15 min. Cells were then fixed with 2% paraformaldehyde and permeabilized using 0.1% Triton X-100. Immunodetection of γH2AX in S-phase was performed overnight at 4 °C using a specific antibody (1/100; 05-636, Millipore). Click-it chemistry was performed according to instructions. Images were acquired using an LSM780 Zeiss confocal microscope. Mean fluorescence intensity of γ-H2AX in EdU-positive cells was quantified with CellProfiler.

### Transcriptome analysis

RNA sequencing (RNA-seq) libraries were prepared using the Illumina TruSeq Stranded mRNA Library Prep Kit. Paired-end RNA-seq were performed with an Illumina NextSeq sequencing instrument (Helixio, France). RNA-seq read pairs were mapped to the reference human GRCh37 genome using the STAR aligner^78^. Statistical analyses were performed with R (v3.2.3) and R packages developed by BioConductor project. The expression level of each gene was summarized and normalized using DESeq2 R/Bioconductor package^79^. Differential expression analysis was performed using SAM multiclass analysis (samr package). Genes with a fold change > 1.5 and a FDR < 0.05 were considered as significantly differentially expressed.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. The RNA-seq datasets generated and analyzed during the current study (Fig. 5f and Supplementary Fig. 5d) are available in the GEO repository, accession number: GSE123380. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Overexpression of Claspin and Timeless protects cancer cells from replication stress in a checkpoint-independent manner
**Source:** Nat Commun. 2019 Feb 22;10:910. doi: 10.1038/s41467-019-08886-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Slide 1
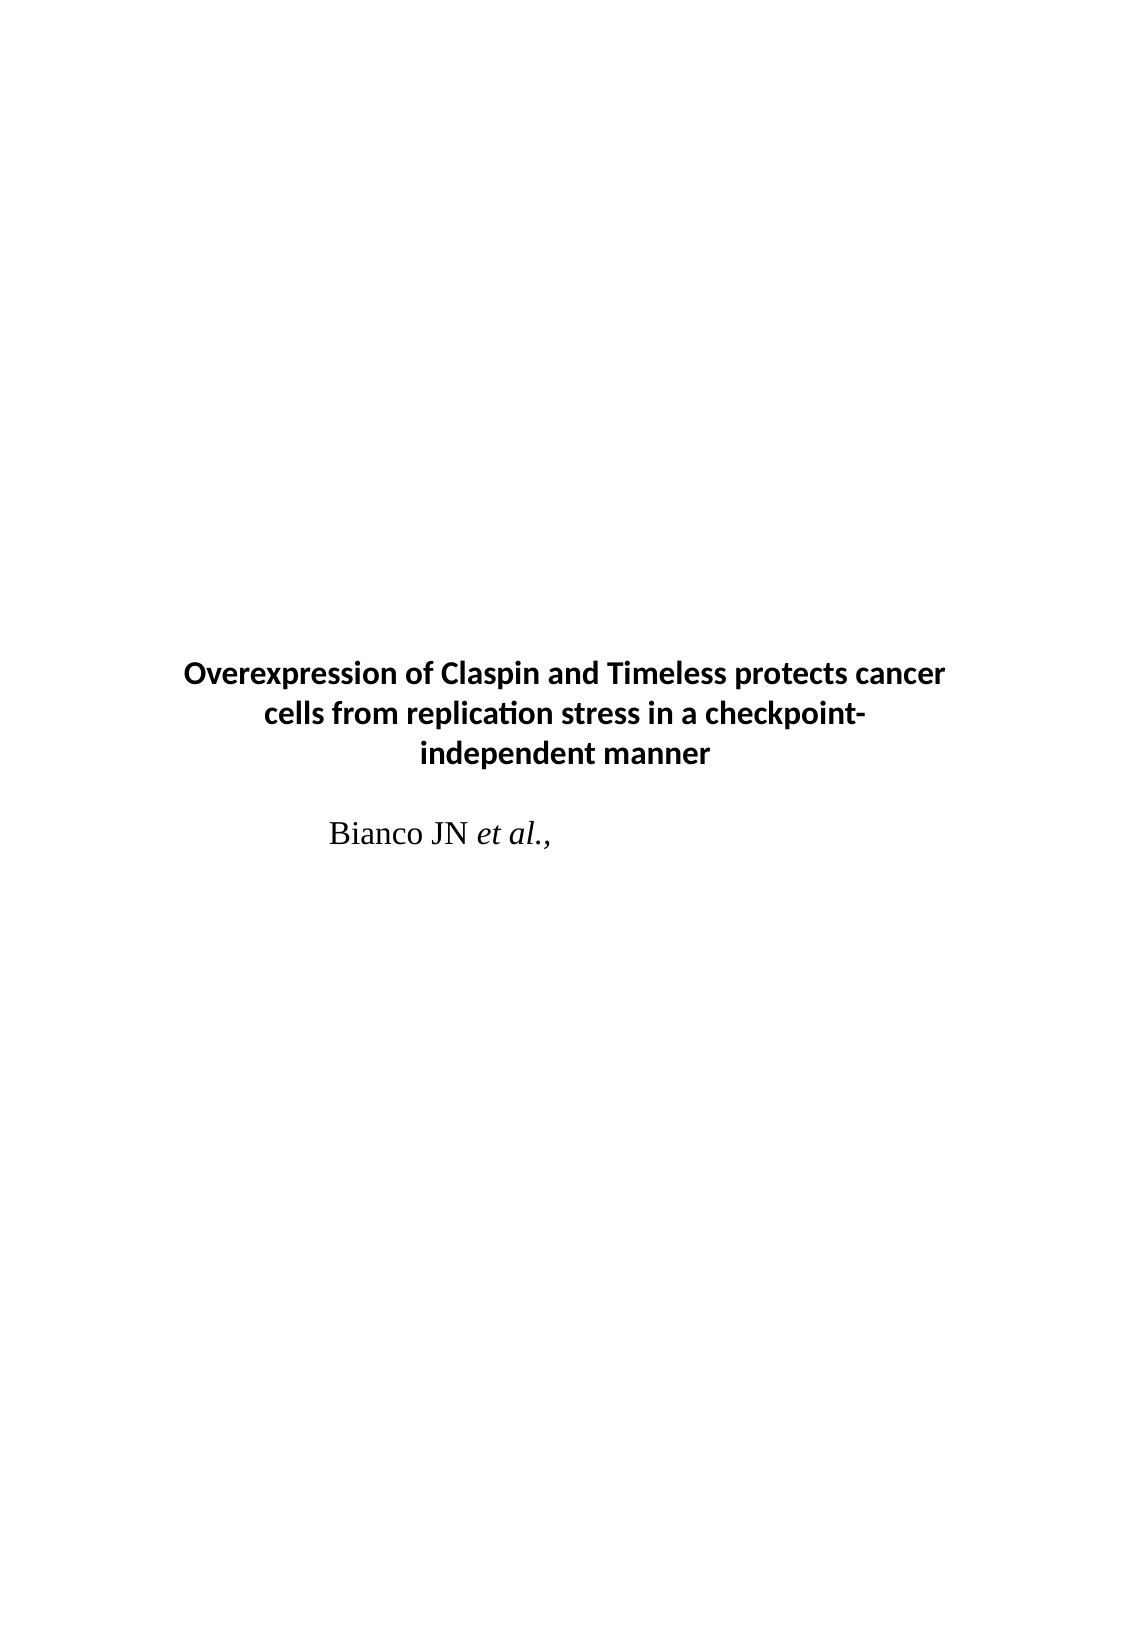

Overexpression of Claspin and Timeless protects cancer cells from replication stress in a checkpoint-independent manner
	Bianco JN et al.,

## Slide 2
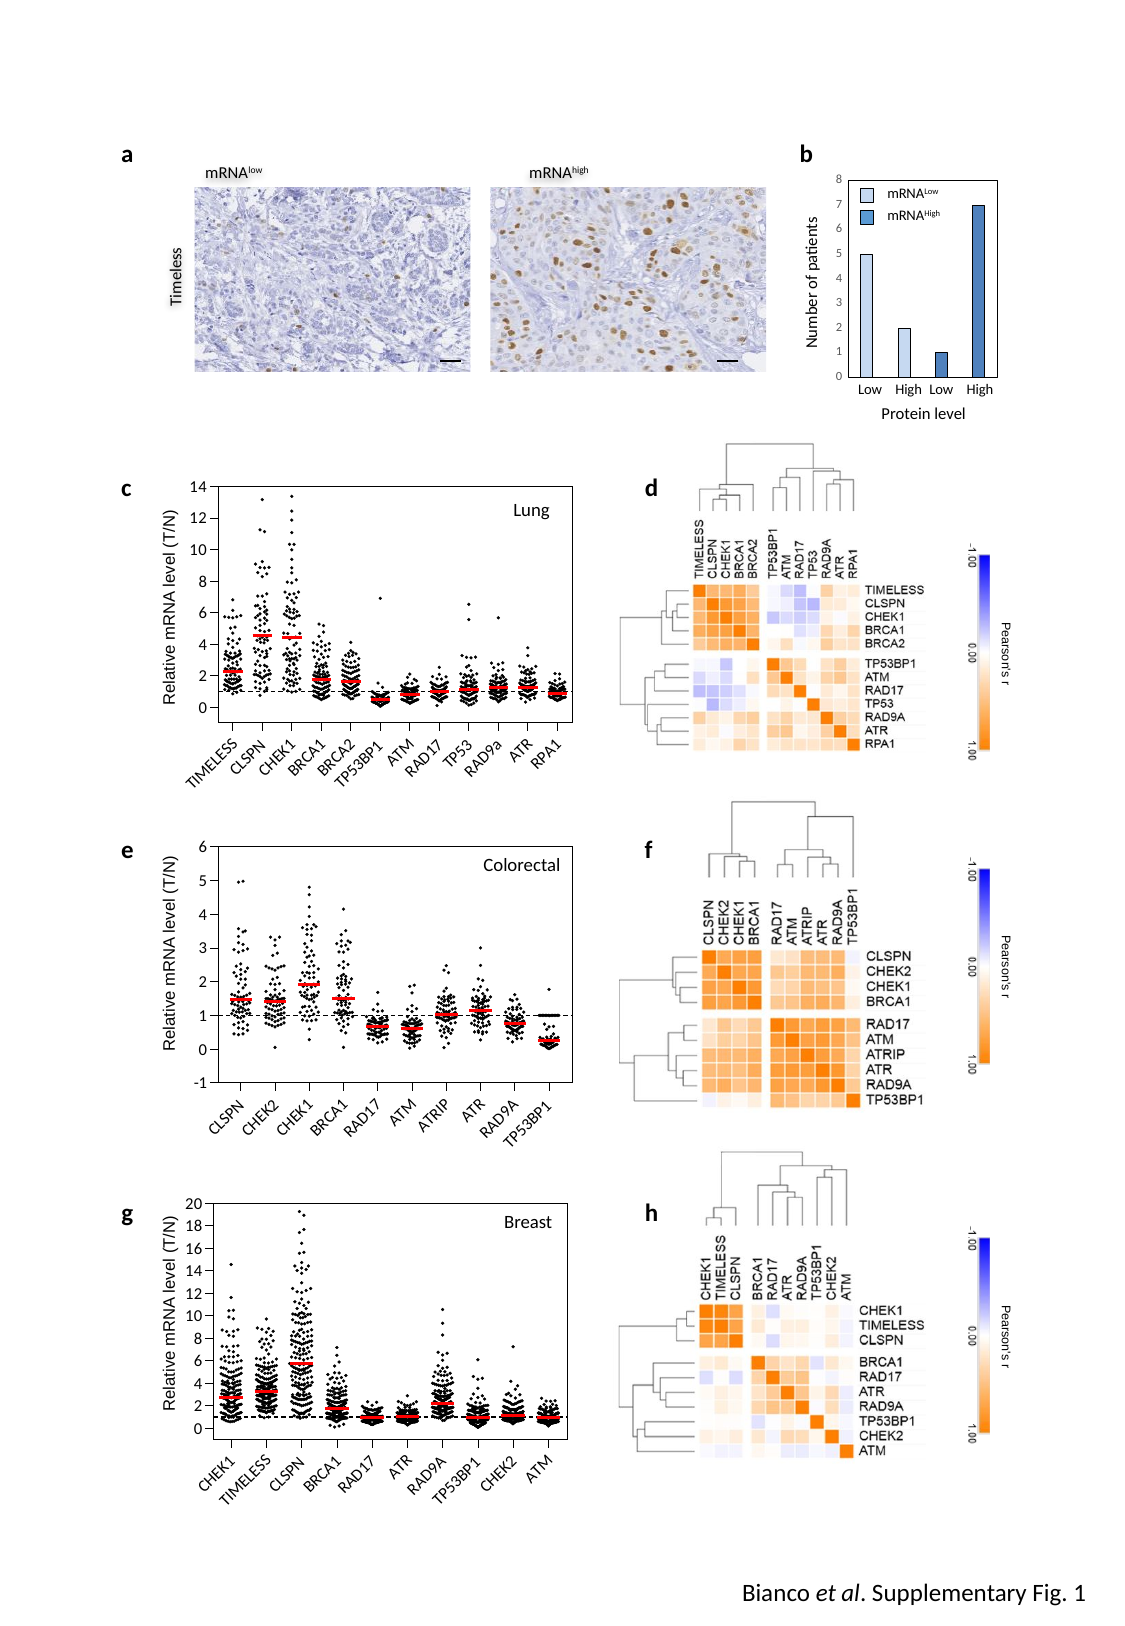

### Chart
| Category | |
|---|---|a
b
mRNAlow
mRNAhigh
mRNALow
mRNAHigh
Timeless
Number of patients
Low
High
Low
High
Protein level
c
d
Lung
Relative mRNA level (T/N)
Pearson's r
e
f
Colorectal
Pearson's r
Relative mRNA level (T/N)
g
h
Breast
Relative mRNA level (T/N)
Pearson's r
Bianco et al. Supplementary Fig. 1

## Slide 3
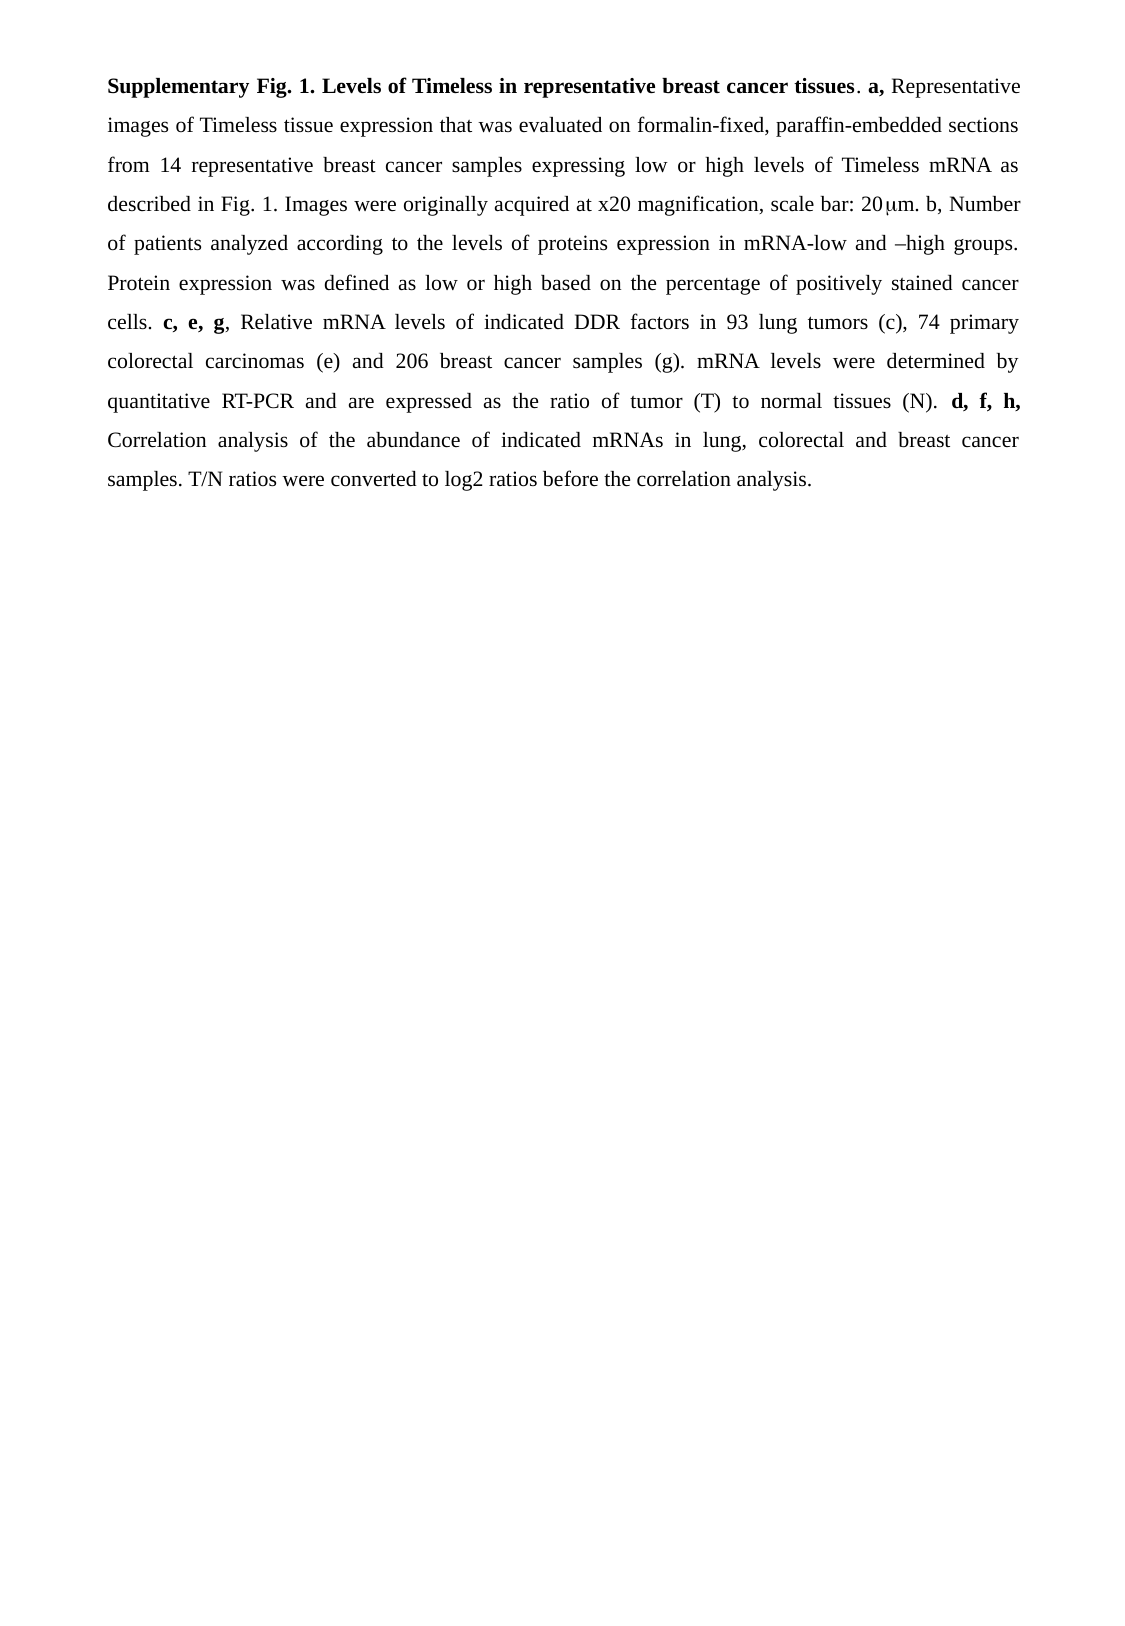

Supplementary Fig. 1. Levels of Timeless in representative breast cancer tissues. a, Representative images of Timeless tissue expression that was evaluated on formalin-fixed, paraffin-embedded sections from 14 representative breast cancer samples expressing low or high levels of Timeless mRNA as described in Fig. 1. Images were originally acquired at x20 magnification, scale bar: 20mm. b, Number of patients analyzed according to the levels of proteins expression in mRNA-low and –high groups. Protein expression was defined as low or high based on the percentage of positively stained cancer cells. c, e, g, Relative mRNA levels of indicated DDR factors in 93 lung tumors (c), 74 primary colorectal carcinomas (e) and 206 breast cancer samples (g). mRNA levels were determined by quantitative RT-PCR and are expressed as the ratio of tumor (T) to normal tissues (N). d, f, h, Correlation analysis of the abundance of indicated mRNAs in lung, colorectal and breast cancer samples. T/N ratios were converted to log2 ratios before the correlation analysis.

## Slide 4
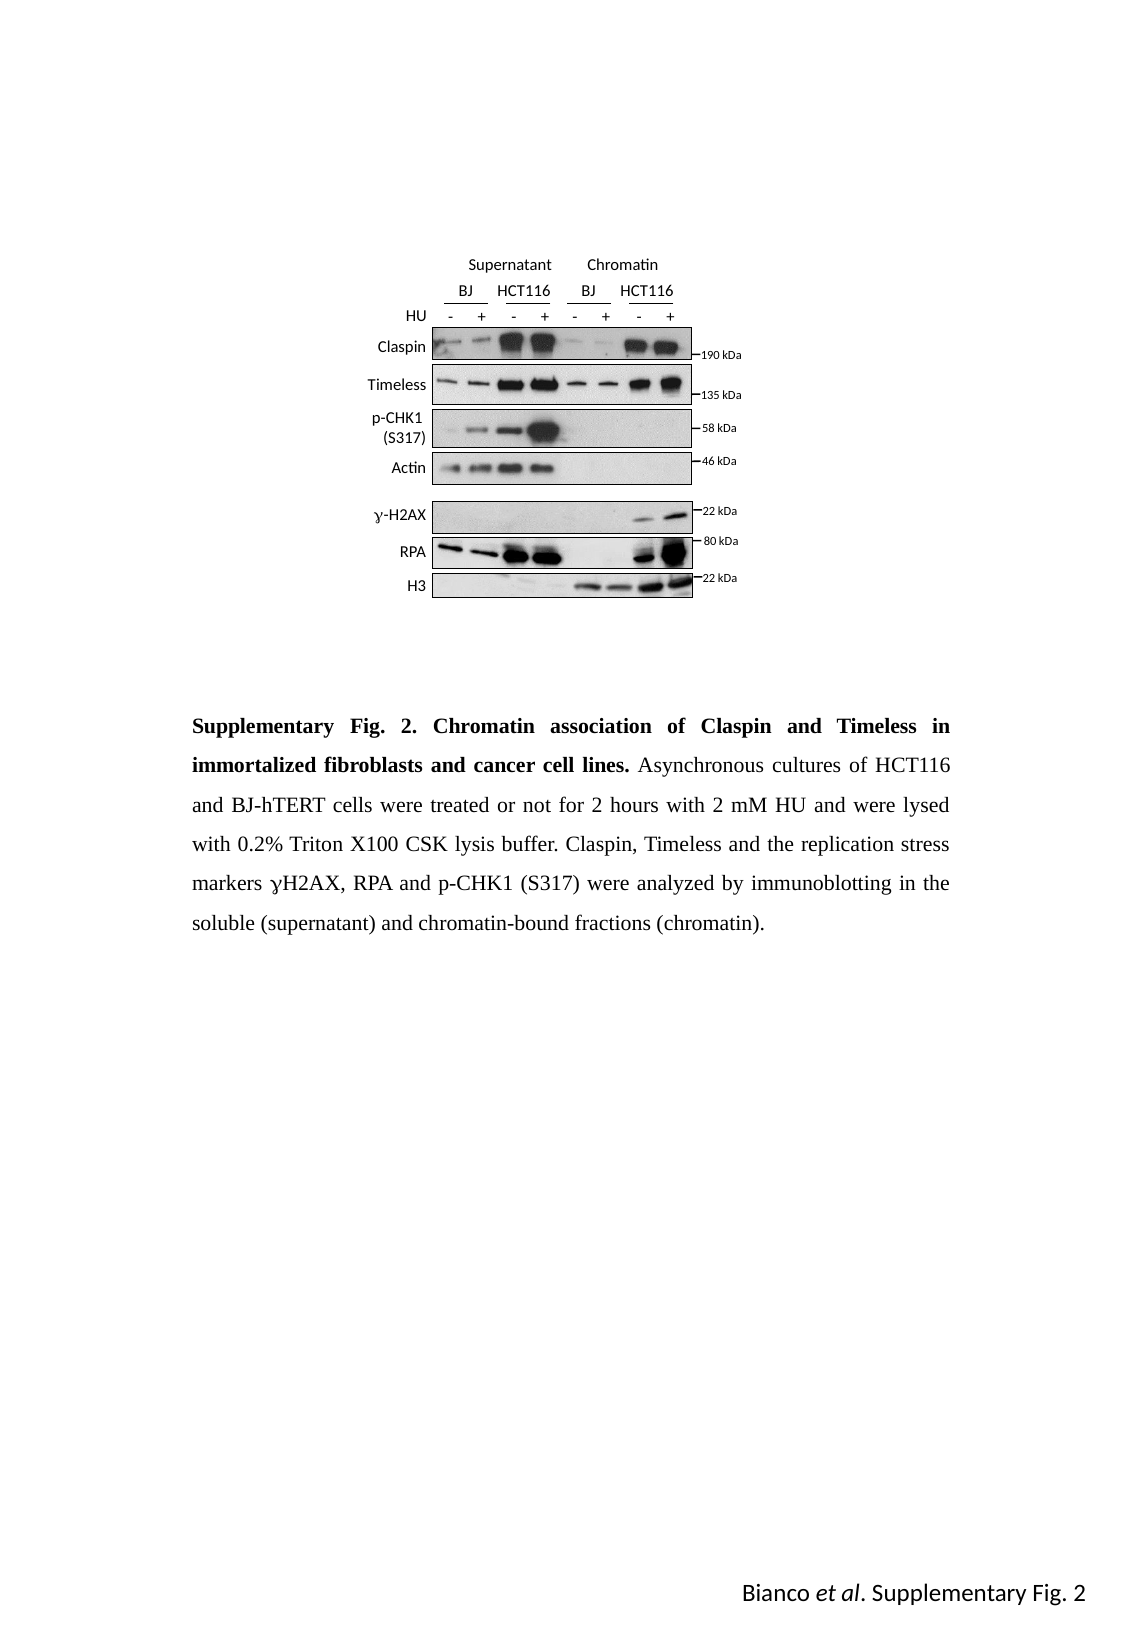

Supernatant
Chromatin
BJ
HCT116
BJ
HCT116
HU
-
+
-
+
-
+
-
+
Claspin
Timeless
p-CHK1 (S317)
Actin
g-H2AX
RPA
H3
190 kDa
135 kDa
58 kDa
46 kDa
22 kDa
80 kDa
22 kDa
Supplementary Fig. 2. Chromatin association of Claspin and Timeless in immortalized fibroblasts and cancer cell lines. Asynchronous cultures of HCT116 and BJ-hTERT cells were treated or not for 2 hours with 2 mM HU and were lysed with 0.2% Triton X100 CSK lysis buffer. Claspin, Timeless and the replication stress markers gH2AX, RPA and p-CHK1 (S317) were analyzed by immunoblotting in the soluble (supernatant) and chromatin-bound fractions (chromatin).
Bianco et al. Supplementary Fig. 2

## Slide 5
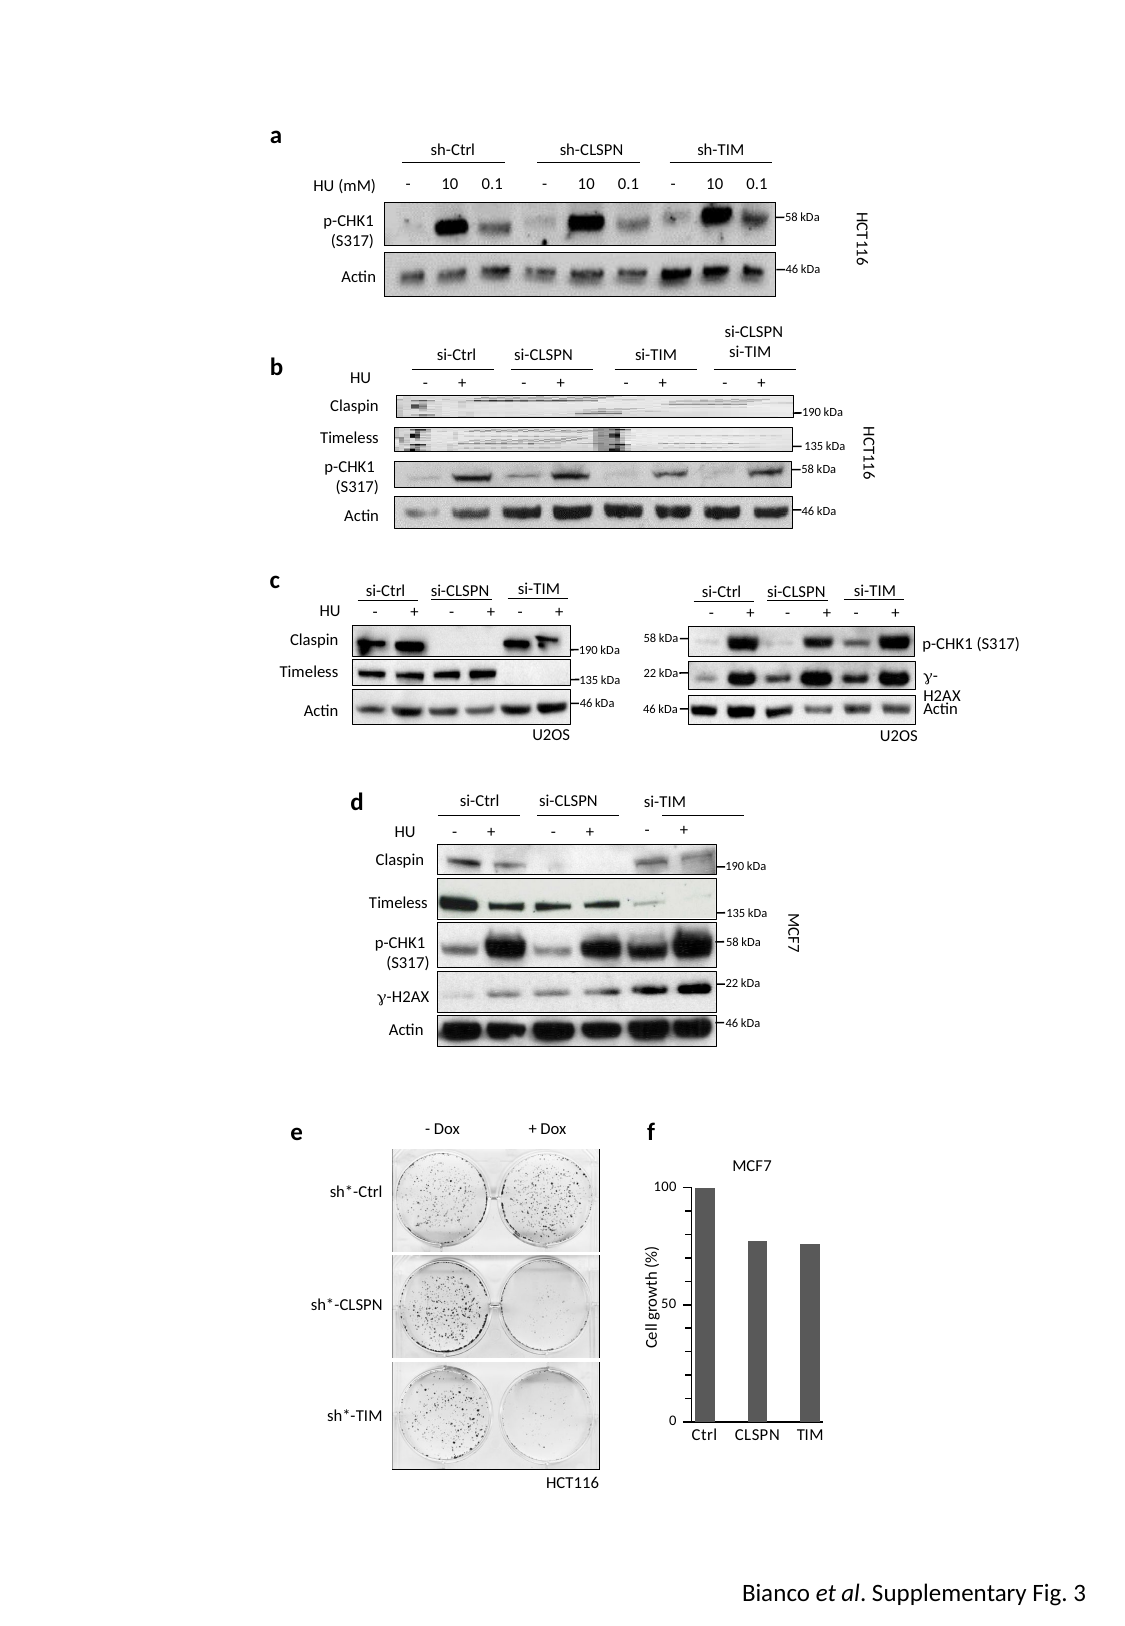

a
sh-Ctrl
sh-CLSPN
sh-TIM
-
10
0.1
-
10
0.1
-
10
0.1
 HU (mM)
58 kDa
p-CHK1
(S317)
HCT116
46 kDa
Actin
 si-CLSPNsi-TIM
 si-Ctrl
si-CLSPN
 si-TIM
b
HU
 - +
 - +
 - +
 - +
Claspin
190 kDa
Timeless
135 kDa
HCT116
p-CHK1
(S317)
58 kDa
46 kDa
Actin
c
si-TIM
si-TIM
si-CLSPN
si-Ctrl
si-CLSPN
si-Ctrl
HU
-
+
-
+
-
+
-
+
-
+
-
+
Claspin
58 kDa
p-CHK1 (S317)
190 kDa
Timeless
g-H2AX
22 kDa
135 kDa
46 kDa
Actin
Actin
46 kDa
U2OS
U2OS
d
 si-Ctrl
si-CLSPN
 si-TIM
 - +
HU
 - +
 - +
Claspin
190 kDa
Timeless
135 kDa
MCF7
p-CHK1
(S317)
58 kDa
22 kDa
g-H2AX
46 kDa
Actin
e
f
- Dox
+ Dox
sh*-Ctrl
sh*-CLSPN
sh*-TIM
MCF7
### Chart
| Category | |
|---|---|
| Ctrl | 100.0 |
| | None |
| CLSPN | 77.38079627384106 |
| | None |
| TIM | 75.89350255409403 |Cell growth (%)
HCT116
Bianco et al. Supplementary Fig. 3

## Slide 6
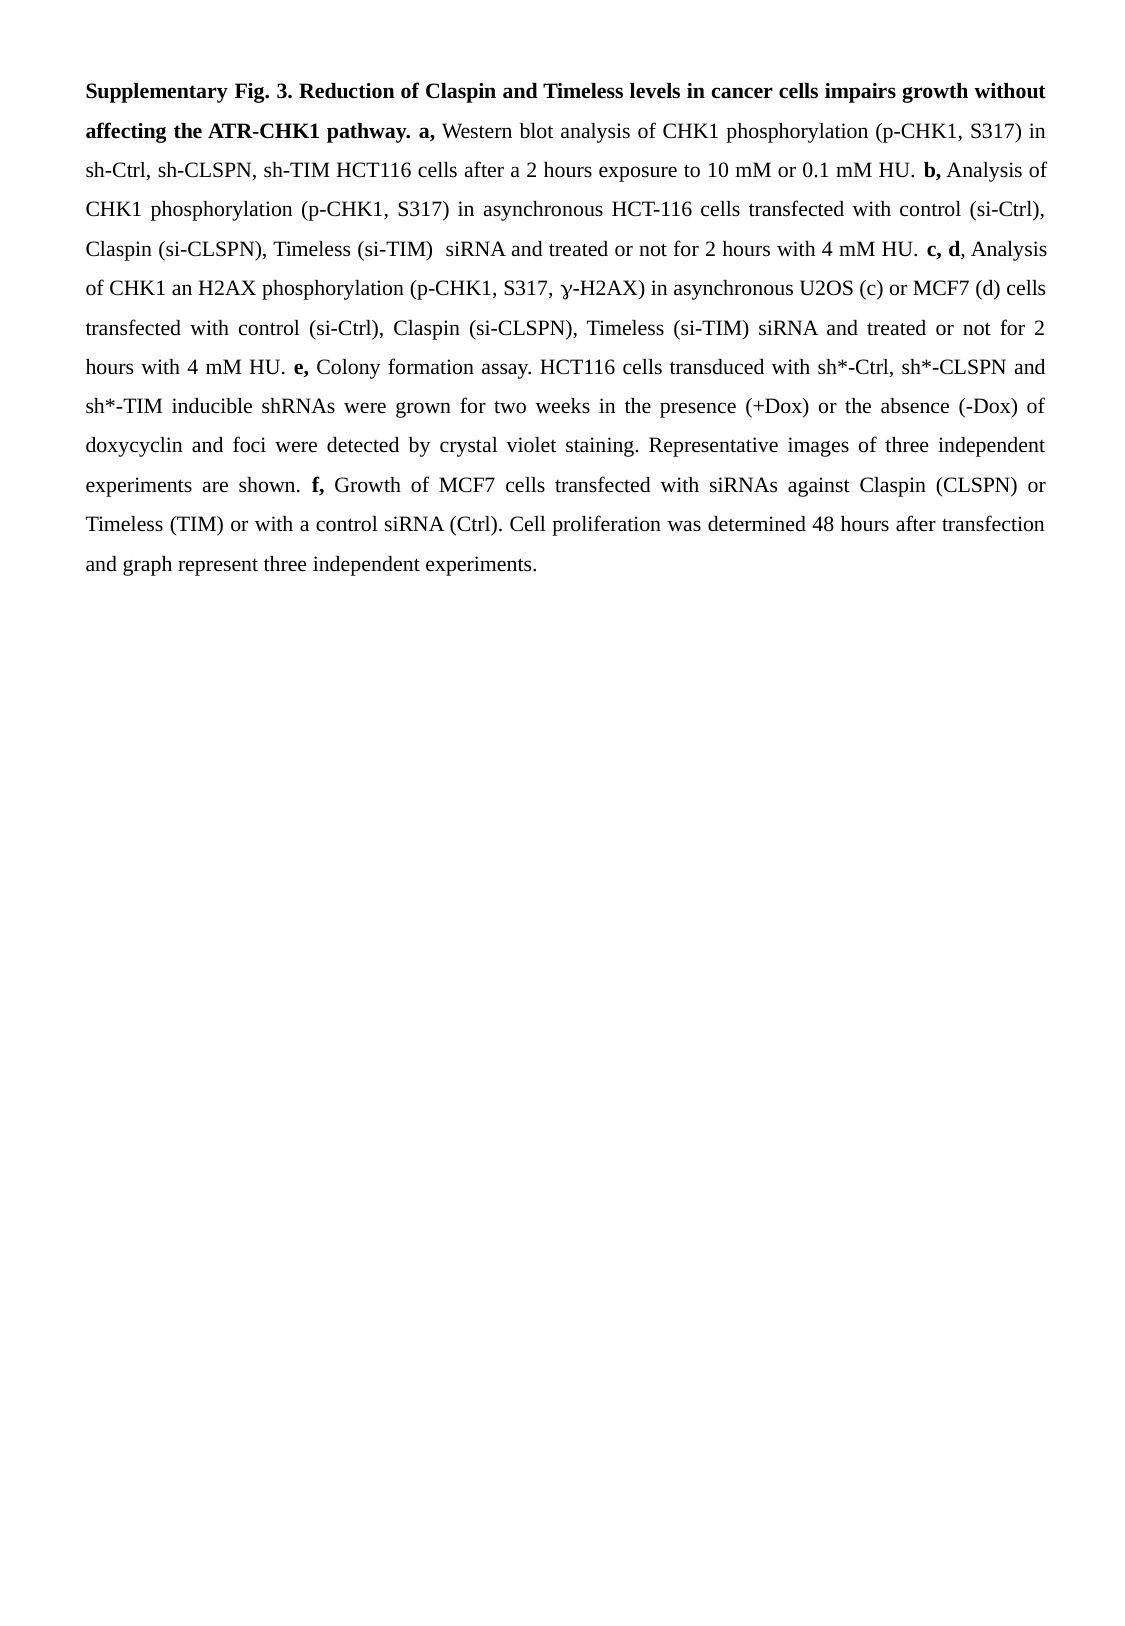

Supplementary Fig. 3. Reduction of Claspin and Timeless levels in cancer cells impairs growth without affecting the ATR-CHK1 pathway. a, Western blot analysis of CHK1 phosphorylation (p-CHK1, S317) in sh-Ctrl, sh-CLSPN, sh-TIM HCT116 cells after a 2 hours exposure to 10 mM or 0.1 mM HU. b, Analysis of CHK1 phosphorylation (p-CHK1, S317) in asynchronous HCT-116 cells transfected with control (si-Ctrl), Claspin (si-CLSPN), Timeless (si-TIM) siRNA and treated or not for 2 hours with 4 mM HU. c, d, Analysis of CHK1 an H2AX phosphorylation (p-CHK1, S317, g-H2AX) in asynchronous U2OS (c) or MCF7 (d) cells transfected with control (si-Ctrl), Claspin (si-CLSPN), Timeless (si-TIM) siRNA and treated or not for 2 hours with 4 mM HU. e, Colony formation assay. HCT116 cells transduced with sh*-Ctrl, sh*-CLSPN and sh*-TIM inducible shRNAs were grown for two weeks in the presence (+Dox) or the absence (-Dox) of doxycyclin and foci were detected by crystal violet staining. Representative images of three independent experiments are shown. f, Growth of MCF7 cells transfected with siRNAs against Claspin (CLSPN) or Timeless (TIM) or with a control siRNA (Ctrl). Cell proliferation was determined 48 hours after transfection and graph represent three independent experiments.

## Slide 7
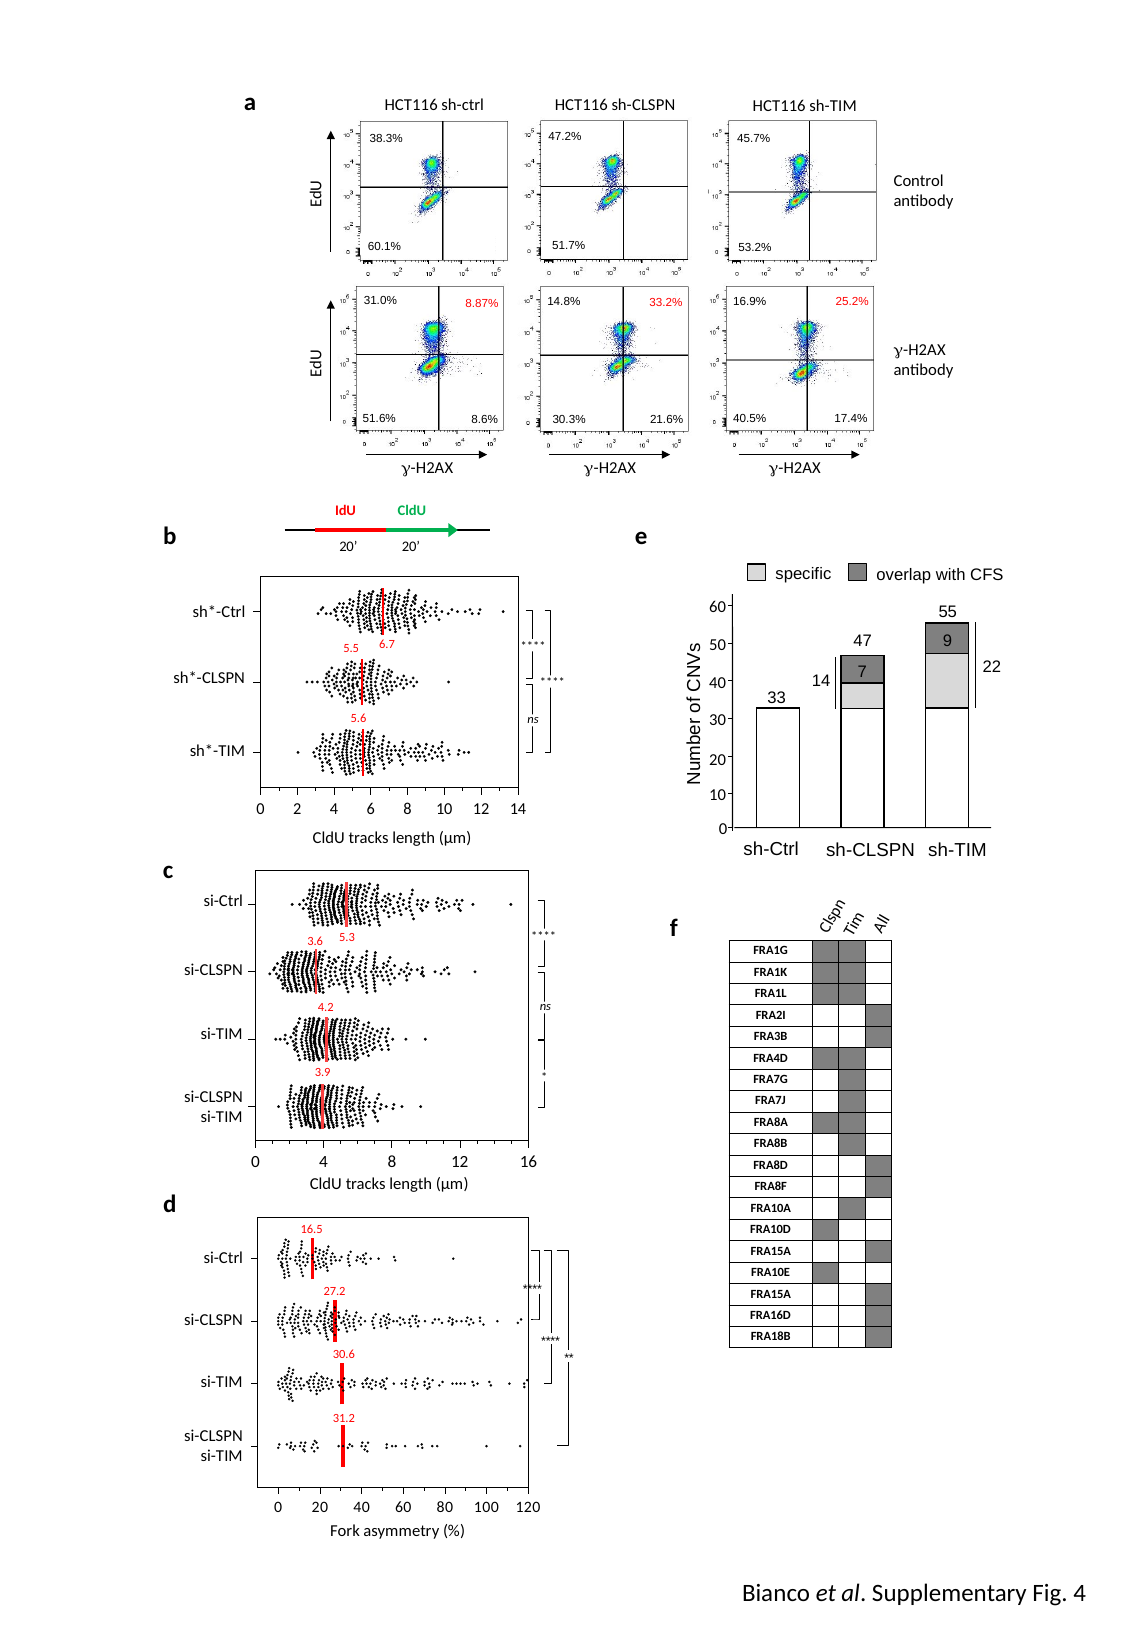

a
HCT116 sh-ctrl
HCT116 sh-CLSPN
HCT116 sh-TIM
47.2%
45.7%
38.3%
Control
antibody
EdU
51.7%
60.1%
53.2%
31.0%
25.2%
16.9%
14.8%
33.2%
8.87%
EdU +
gH2AX -
31%
EdU +
gH2AX +
8,87%
EdU +
gH2AX -
16,9%
EdU +
gH2AX +
25,2%
g-H2AX
antibody
EdU
51.6%
40.5%
17.4%
21.6%
8.6%
30.3%
g-H2AX
g-H2AX
g-H2AX
IdU
CldU
20’
20’
b
sh*-Ctrl
6.7
****
5.5
sh*-CLSPN
****
5.6
ns
sh-TIM
sh*-TIM
CldU tracks length (µm)
c
si-Ctrl
****
ns
*
5.3
3.6
si-CLSPN
4.2
si-TIM
3.9
si-CLSPNsi-TIM
CldU tracks length (µm)
d
16.5
si-Ctrl
****
27.2
si-CLSPN
****
30.6
**
si-TIM
31.2
si-CLSPNsi-TIM
Fork asymmetry (%)
e
specific
overlap with CFS
55
60
47
9
50
22
7
14
40
33
Number of CNVs
30
20
10
0
sh-Ctrl
sh-CLSPN
sh-TIM
Clspn
f
Tim
All
| FRA1G | 1 | 1 | |
| --- | --- | --- | --- |
| FRA1K | 1 | 1 | |
| FRA1L | 1 | 1 | |
| FRA2I | | | 1 |
| FRA3B | | | 1 |
| FRA4D | 1 | 1 | |
| FRA7G | | 1 | |
| FRA7J | | 1 | |
| FRA8A | 1 | 1 | |
| FRA8B | | 1 | |
| FRA8D | | | 1 |
| FRA8F | | | 1 |
| FRA10A | | 1 | |
| FRA10D | 1 | | |
| FRA15A | | | 1 |
| FRA10E | 1 | | |
| FRA15A | | | 1 |
| FRA16D | | | 1 |
| FRA18B | | | 1 |
Bianco et al. Supplementary Fig. 4

## Slide 8
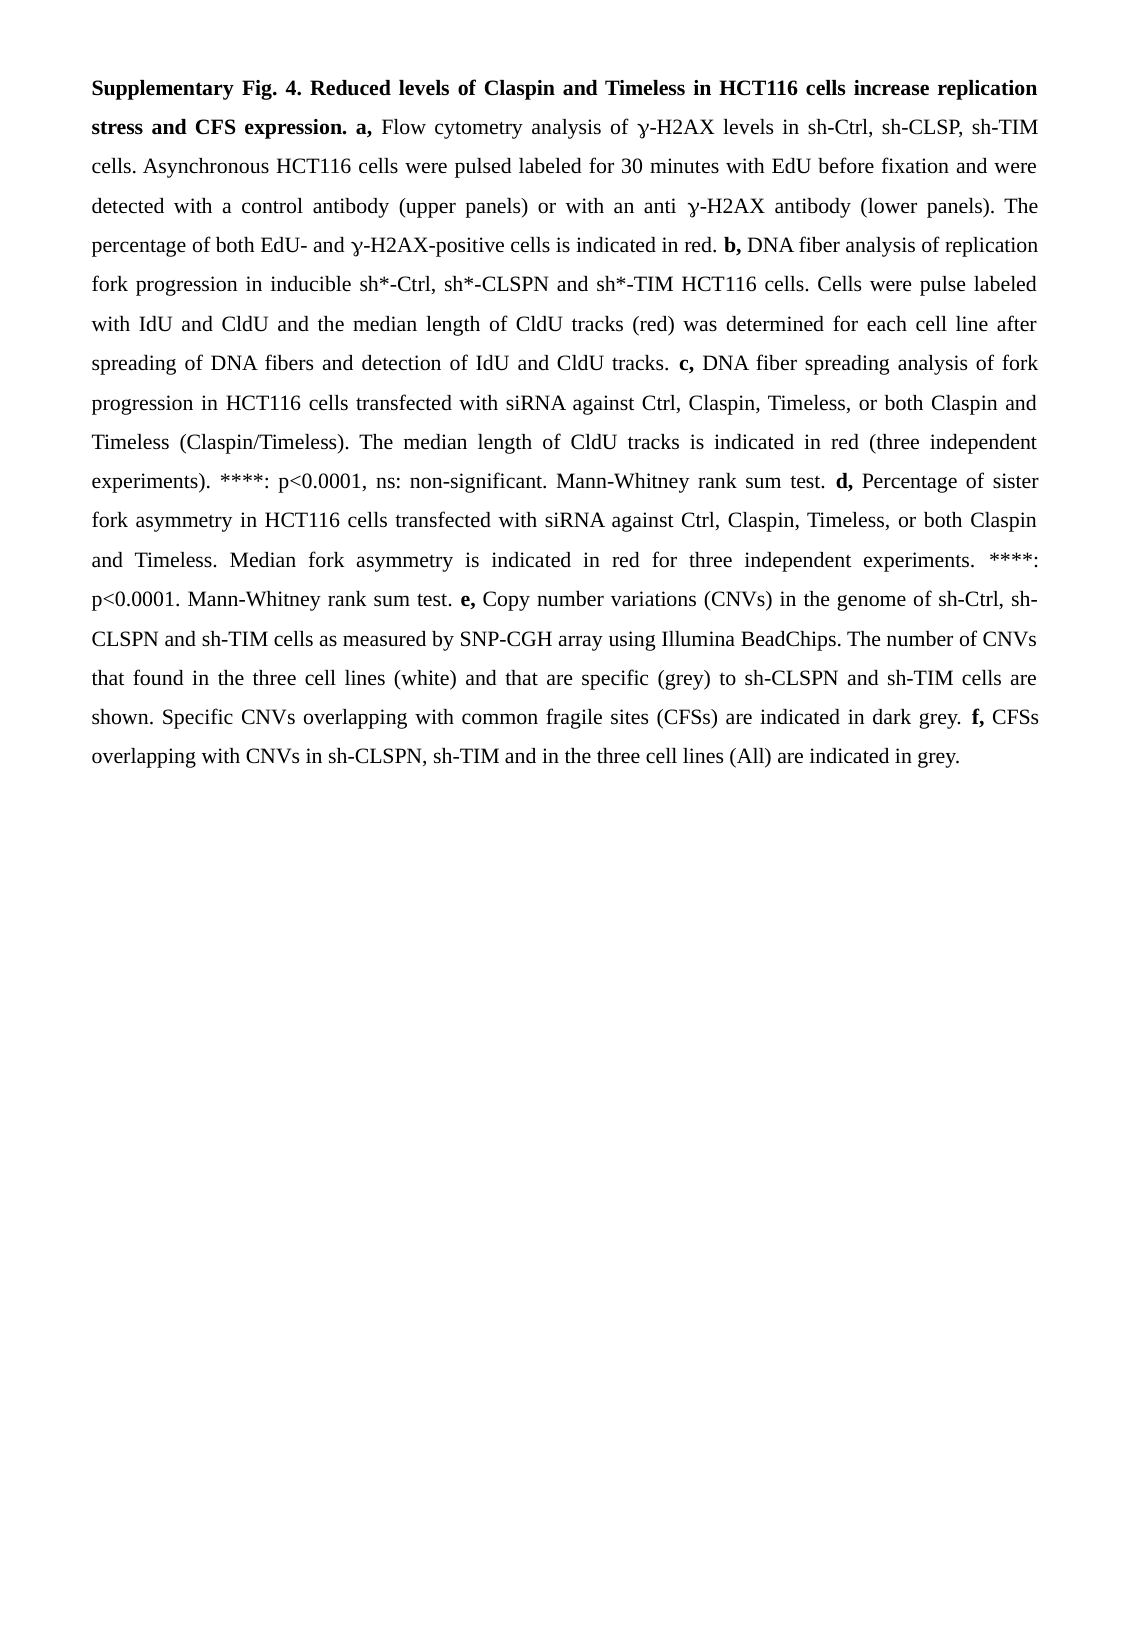

Supplementary Fig. 4. Reduced levels of Claspin and Timeless in HCT116 cells increase replication stress and CFS expression. a, Flow cytometry analysis of g-H2AX levels in sh-Ctrl, sh-CLSP, sh-TIM cells. Asynchronous HCT116 cells were pulsed labeled for 30 minutes with EdU before fixation and were detected with a control antibody (upper panels) or with an anti g-H2AX antibody (lower panels). The percentage of both EdU- and g-H2AX-positive cells is indicated in red. b, DNA fiber analysis of replication fork progression in inducible sh*-Ctrl, sh*-CLSPN and sh*-TIM HCT116 cells. Cells were pulse labeled with IdU and CldU and the median length of CldU tracks (red) was determined for each cell line after spreading of DNA fibers and detection of IdU and CldU tracks. c, DNA fiber spreading analysis of fork progression in HCT116 cells transfected with siRNA against Ctrl, Claspin, Timeless, or both Claspin and Timeless (Claspin/Timeless). The median length of CldU tracks is indicated in red (three independent experiments). ****: p<0.0001, ns: non-significant. Mann-Whitney rank sum test. d, Percentage of sister fork asymmetry in HCT116 cells transfected with siRNA against Ctrl, Claspin, Timeless, or both Claspin and Timeless. Median fork asymmetry is indicated in red for three independent experiments. ****: p<0.0001. Mann-Whitney rank sum test. e, Copy number variations (CNVs) in the genome of sh-Ctrl, sh-CLSPN and sh-TIM cells as measured by SNP-CGH array using Illumina BeadChips. The number of CNVs that found in the three cell lines (white) and that are specific (grey) to sh-CLSPN and sh-TIM cells are shown. Specific CNVs overlapping with common fragile sites (CFSs) are indicated in dark grey. f, CFSs overlapping with CNVs in sh-CLSPN, sh-TIM and in the three cell lines (All) are indicated in grey.

## Slide 9
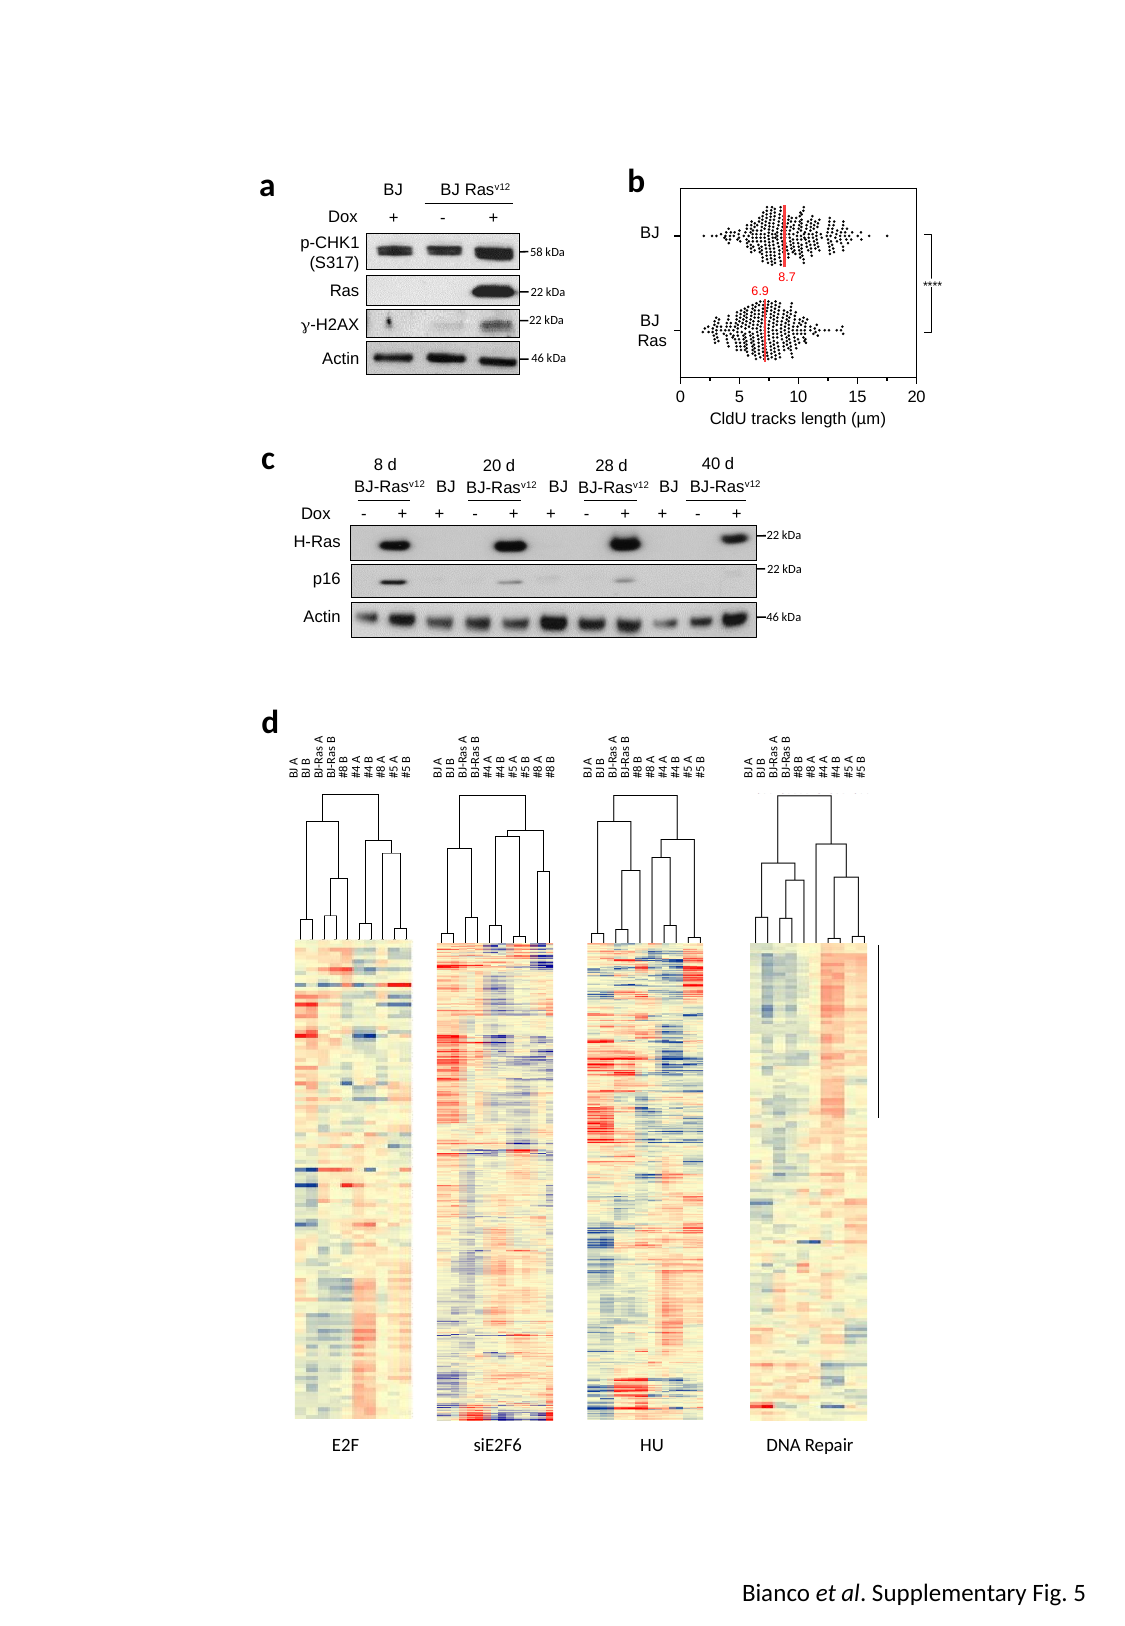

b
BJ
8.7
****
6.9
BJ Ras
CldU tracks length (µm)
a
BJ
BJ Rasv12
Dox
+
-
+
p-CHK1
(S317)
58 kDa
Ras
22 kDa
22 kDa
g-H2AX
Actin
46 kDa
c
40 d
8 d
20 d
28 d
BJ-Rasv12
BJ
BJ
BJ
BJ-Rasv12
BJ-Rasv12
BJ-Rasv12
Dox
-
+
+
-
+
+
-
+
+
-
+
22 kDa
H-Ras
22 kDa
p16
Actin
46 kDa
BJ A
BJ B
BJ-Ras ABJ-Ras B
#4 A
#4 B
#5 A
#5 B
#8 A
#8 B
BJ A
BJ B
BJ-Ras ABJ-Ras B
#8 B
#8 A
#4 A
#4 B
#5 A
#5 B
BJ A
BJ B
BJ-Ras ABJ-Ras B
#8 B
#8 A
#4 A
#4 B
#5 A
#5 B
BJ A
BJ B
BJ-Ras ABJ-Ras B
#8 B
#4 A
#4 B
#8 A
#5 A
#5 B
d
E2F
siE2F6
HU
DNA Repair
Bianco et al. Supplementary Fig. 5

## Slide 10
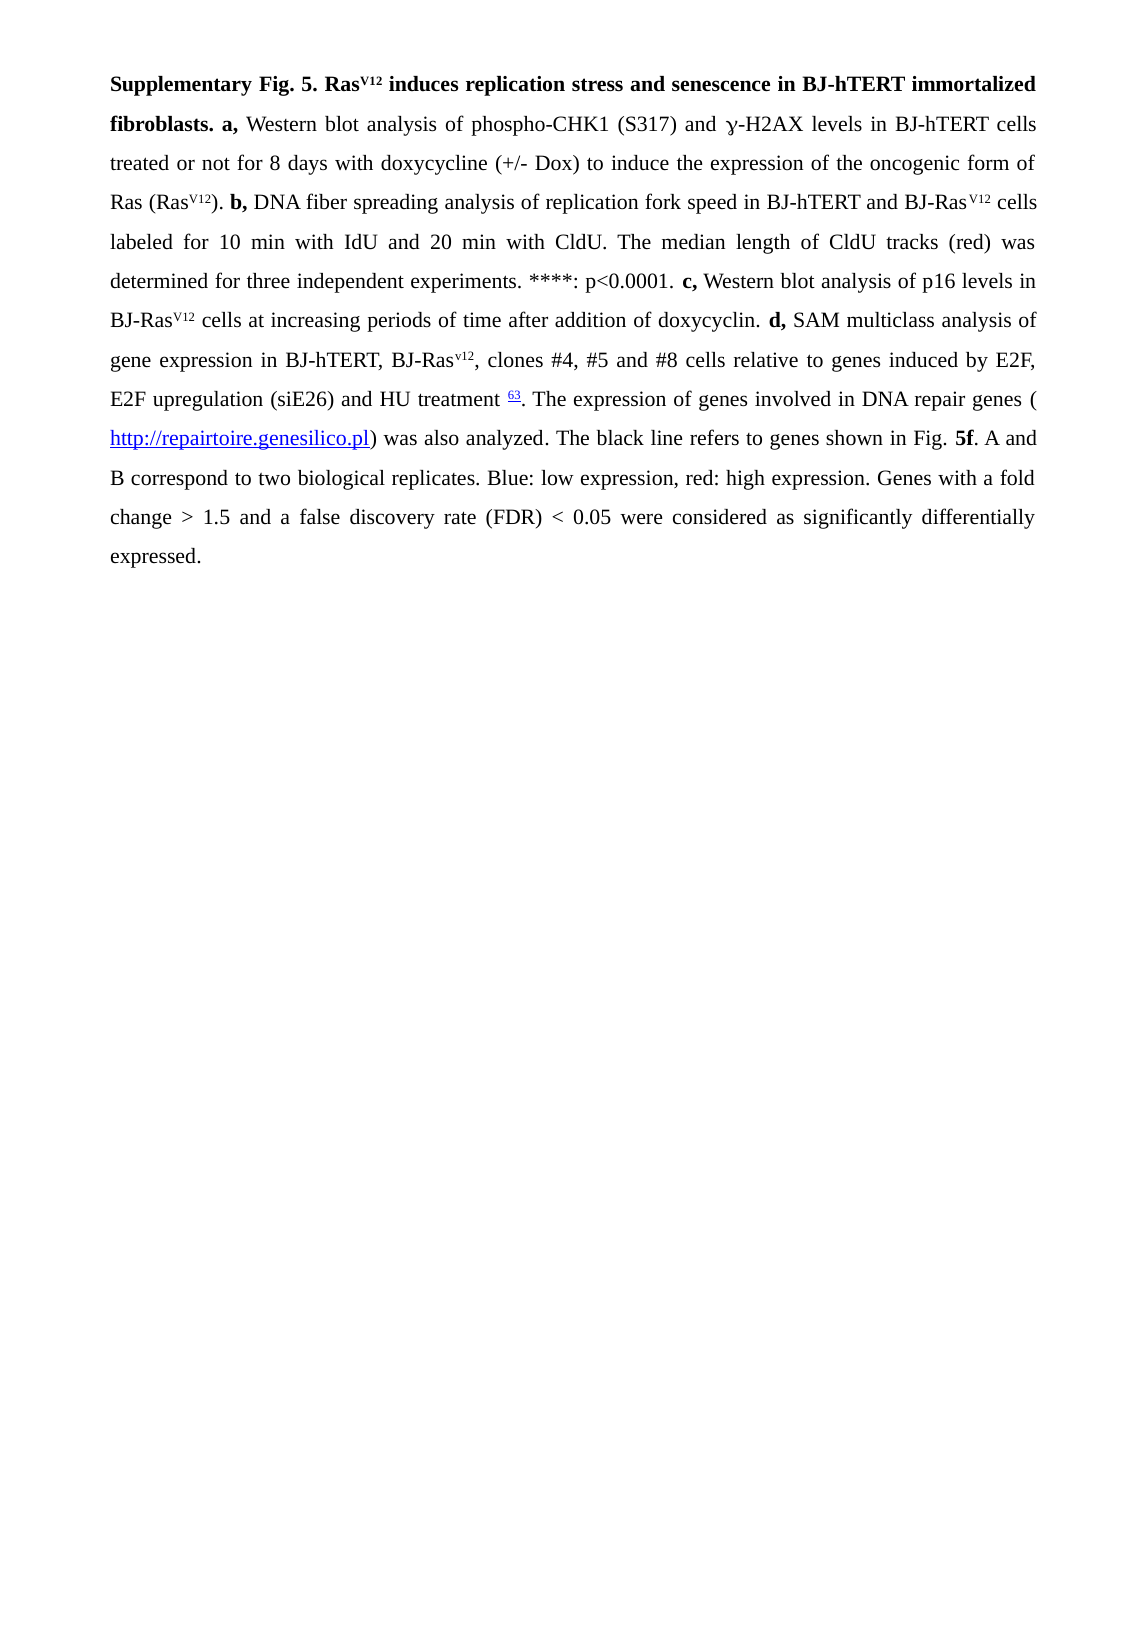

Supplementary Fig. 5. RasV12 induces replication stress and senescence in BJ-hTERT immortalized fibroblasts. a, Western blot analysis of phospho-CHK1 (S317) and g-H2AX levels in BJ-hTERT cells treated or not for 8 days with doxycycline (+/- Dox) to induce the expression of the oncogenic form of Ras (RasV12). b, DNA fiber spreading analysis of replication fork speed in BJ-hTERT and BJ-RasV12 cells labeled for 10 min with IdU and 20 min with CldU. The median length of CldU tracks (red) was determined for three independent experiments. ****: p<0.0001. c, Western blot analysis of p16 levels in BJ-RasV12 cells at increasing periods of time after addition of doxycyclin. d, SAM multiclass analysis of gene expression in BJ-hTERT, BJ-Rasv12, clones #4, #5 and #8 cells relative to genes induced by E2F, E2F upregulation (siE26) and HU treatment 63. The expression of genes involved in DNA repair genes (http://repairtoire.genesilico.pl) was also analyzed. The black line refers to genes shown in Fig. 5f. A and B correspond to two biological replicates. Blue: low expression, red: high expression. Genes with a fold change > 1.5 and a false discovery rate (FDR) < 0.05 were considered as significantly differentially expressed.

## Slide 11
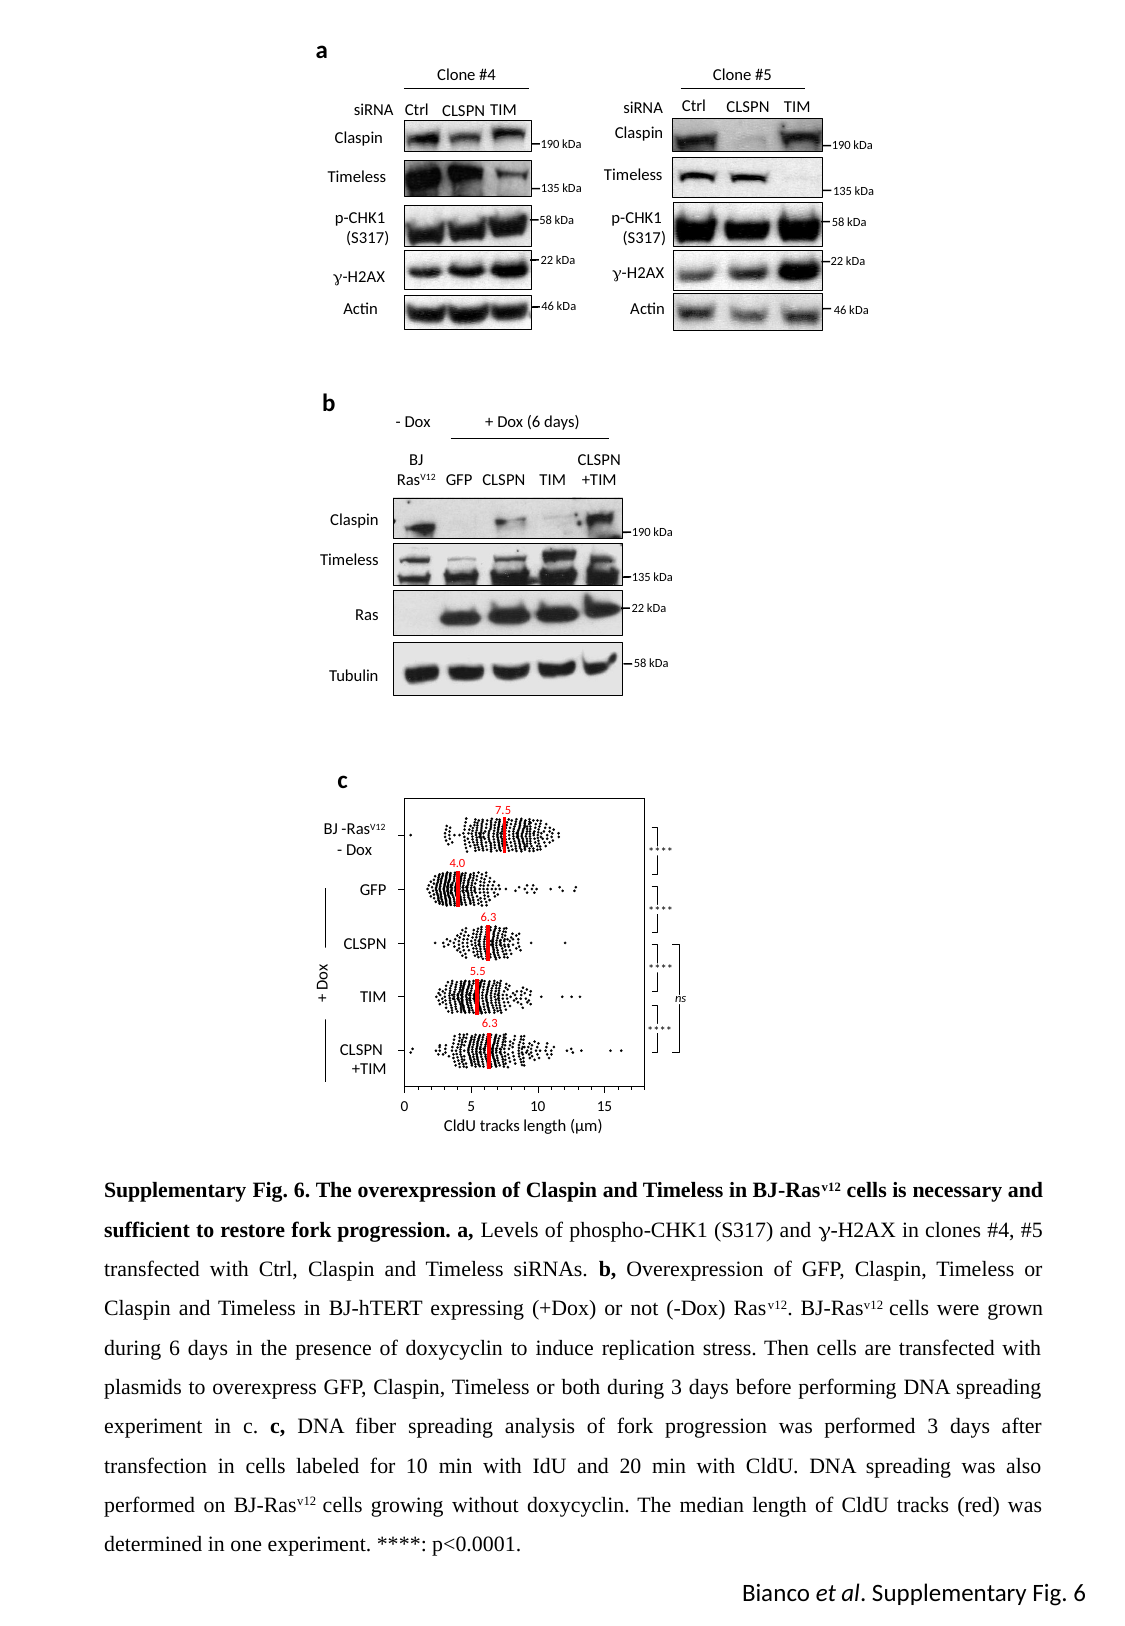

a
Clone #4
Clone #5
Ctrl
CLSPN
TIM
siRNA
Claspin
Timeless
p-CHK1
(S317)
g-H2AX
Actin
190 kDa
135 kDa
58 kDa
22 kDa
46 kDa
Ctrl
TIM
siRNA
CLSPN
Claspin
190 kDa
Timeless
135 kDa
p-CHK1
(S317)
58 kDa
22 kDa
g-H2AX
Actin
46 kDa
b
- Dox
+ Dox (6 days)
BJ RasV12
CLSPN
+TIM
GFP
CLSPN
TIM
Claspin
190 kDa
Timeless
135 kDa
22 kDa
Ras
58 kDa
Tubulin
c
7.5
BJ -RasV12- Dox
****
4.0
GFP
****
6.3
CLSPN
****
5.5
+ Dox
TIM
ns
6.3
****
CLSPN +TIM
CldU tracks length (µm)
Supplementary Fig. 6. The overexpression of Claspin and Timeless in BJ-Rasv12 cells is necessary and sufficient to restore fork progression. a, Levels of phospho-CHK1 (S317) and g-H2AX in clones #4, #5 transfected with Ctrl, Claspin and Timeless siRNAs. b, Overexpression of GFP, Claspin, Timeless or Claspin and Timeless in BJ-hTERT expressing (+Dox) or not (-Dox) Rasv12. BJ-Rasv12 cells were grown during 6 days in the presence of doxycyclin to induce replication stress. Then cells are transfected with plasmids to overexpress GFP, Claspin, Timeless or both during 3 days before performing DNA spreading experiment in c. c, DNA fiber spreading analysis of fork progression was performed 3 days after transfection in cells labeled for 10 min with IdU and 20 min with CldU. DNA spreading was also performed on BJ-Rasv12 cells growing without doxycyclin. The median length of CldU tracks (red) was determined in one experiment. ****: p<0.0001.
Bianco et al. Supplementary Fig. 6

How the deposited data were processed for this re-analysis (not part of the article)

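RNA-seq data of 5 populations (BJ-hTERT, BJ-Ras and clones #4, #5 and #8) with 2 libraries each were analysed. The authors prepared stranded mRNA libraries, sequenced read pairs, mapped them to GRCh37 with STAR, and summarized and normalized expression per gene with DESeq2. The values the authors deposited are an expression signal on a linear scale, normalized counts that are read counts divided by one size factor per library, without log transformation. The annotation and the counting tool are not named in the paper's text. The values were deposited for 4 gene sets: DNA repair (53 genes), E2F (122), HU (557) and siE2F6 (641). Genes present in more than 1 set had identical values in each, so the 4 sets come from one normalization. Among the names, 3 are gene symbols that had been turned into dates, and these were kept as listed. The remaining genes of the transcriptome were not analysed here.

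The samples were mapped from their labels and the paper. Part of the labels of clone #8 gives the number 6, and the paper's number was used. Replicates A and B are described in the legend of Fig. 5f as independent experiments and in the legend of Supplementary Fig. 5 as biological replicates, so the letter was taken to pair the libraries of an experiment. The deviations of replicate A from replicate B, correlated between populations over 1307 genes, gave coefficients from -0.450 to 0.223, and 4 of the 10 pairs of populations were above 0.1, so that little of the spread was shared by an experiment. The main fits have no block, as the methods of the paper name none.

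The size of 1 read was estimated in each library from the steps of the lowest values. The size factors obtained in this way ranged from 0.869 to 1.20, and 100% of the non-zero values of up to 500 reads lay within 0.1 of a whole read, against 20% by chance. The sum of reads over the listed genes, from 4926809 to 7184843 per library, covers only the deposited genes and is not the depth of the library. CLSPN, TIMELESS and CHEK1 rested on 801 to 5606 reads per library, so that the spread between replicates, not counting error, limits their precision.

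Values were used as log2(value + 1). SAM multiclass was implemented in Python with the modified F statistic, a fudge constant chosen from the data and 100 permutations of the labels with a fixed seed. A gene was called at a q-value below 0.05 and a ratio above 1.5 between the highest and the lowest population mean. limma 3.58.1 in R 4.3.3 was fitted to each gene set with the 5 populations as groups, for clones #4 and #5 against BJ-hTERT and BJ-Ras, for each population against BJ-hTERT, and for clone #4 against clone #5, with Benjamini-Hochberg adjustment within the set and the thresholds of 0.05 and 1.5. Separation was the mean silhouette of the 8 libraries of clones #4 and #5, BJ-hTERT and BJ-Ras, compared with all 35 divisions into 4 and 4. Trees used average linkage. The distance and linkage of the paper's clustering are not named in its text. The position of a library is its projection on the line between the means of both groups. Lines drawn to 1 clone alone, and silhouettes of divisions that keep the populations whole, were added after the positions and silhouettes had been seen. Shares of higher genes were compared with Fisher's exact test, two-sided, after removal of shared genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

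The scripts were tested on simulated data. limma recovered 200 of 200 genes with a simulated 2-fold change among 1307 genes with 4 false calls, and SAM multiclass recovered 193 of 200 with 5 false calls. The silhouette of 200 changed genes was 0.91, and that of 200 unchanged genes was 0.02.

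The genes named in the text come from a short list drawn from the paper's text before the data were examined, of which CLSPN, TIMELESS, CHEK1, PCNA, BRCA1 and TOPBP1 are listed in a set. This list does not hold every gene the paper names. RPA and phosphorylated H2AX, which the paper blotted, are absent from it, as are DNA-PK, the MCM proteins and Cyclin E, although genes of each are listed in the sets. The other named genes are, for each set, the 3 largest rises and the 3 largest falls in clones #4 and #5 among genes past both thresholds whose 4 libraries of clones #4 and #5 all lay on one side of the 4 libraries of BJ-hTERT and BJ-Ras. No DNA repair gene fell. MSX2, PMAIP1, KCNN4 and ID2 are named as larger changes that this rule leaves out, and IFNB1, IL6 and CSF2 were chosen after their values were seen. Positions of genes are from the GENCODE annotation on GRCh37, which may differ from the annotation the authors used. KIAA0101 is named PCLAF there.

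The alternatives were a replicate block, a fit on all 1307 genes, a mean-variance trend, a fit on the compared populations alone, log2 values shifted to equal library medians, pseudocounts of 0.1 and 10, removal of genes below the lower quartile of expression, a fold threshold of 2 or none, removal of DNA repair genes from the other sets, gene values divided by their SD, Euclidean or Spearman distance, complete linkage, a limma F test in place of SAM, and leaving out each library in turn. They were set before the data were examined, except limma voom on the recovered reads and the comparison of clone #4 with clone #5. Lists of 68 cell cycle markers and 61 interferon-stimulated genes were written from general knowledge, of which 22 and 18 were listed in the sets, and their medians were compared with 10000 random gene lists matched on mean expression.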

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

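All tests of explanations below were chosen after the results they concern had been seen.

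Interferon-stimulated genes, which the paper does not report on, were high in BJ-Ras. Of a list of 61 such genes, 18 are listed in the gene sets. Their median was 2.41 higher in BJ-Ras than in BJ-hTERT on the log2 scale, and 18 of 18 were higher. The median lay at percentile 100 of random gene lists matched on expression. A scaling difference between the libraries would move all genes, and the median of the other genes was -0.090. MX1 rose from 577 and 1038 normalized counts in BJ-hTERT to 12766 and 16892 in BJ-Ras, and was between 32.7 and 134 in the 4 libraries of clones #4 and #5. Against BJ-Ras, the median of the list was -2.52 in clones #4 and #5, with 18 of 18 genes lower. The expression of Ras, which the design names, stays open as a biological explanation and was not separated from other differences between both cultures. IL6 and CSF2, chosen after their values were seen, went the same way, with 7563 and 25199 normalized counts of IL6 in BJ-Ras against 216 and 149 in BJ-hTERT.

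The same genes divided the replicates of clone #8. In replicate B the median of the interferon list was 2.90 above BJ-hTERT on the log2 scale, whereas in replicate A it was -0.73. Between replicates A and B the median difference was -3.22, with 18 of 18 genes higher in B, and it lay below all 10000 random lists. IFNB1, chosen after its values were seen, was at 1.11 normalized counts in replicate A and 1011 in replicate B, and at 11.5 and 18.8 in BJ-Ras. The replicates of clone #8 differed over 4-fold in 45 genes, of which 14 belong to the list, against 2 to 15 genes in the other populations. Their correlation was 0.403, and 0.573 without the list, so that the list accounts for part of the difference. A library taken from another of the 5 populations was argued against, since each library of clone #8 had the other as its nearest library, at a correlation of 0.403. A library from a clone that was not sequenced stays open, as this correlation is below the 0.827 to 0.935 of the other replicates and part of the labels gives the number 6. A mixture of clone #8 with BJ-Ras cells was argued against: to reach their level in replicate B, the interferon genes would need a median of 159% of BJ-Ras cells, and 12 of 17 were above both BJ-Ras libraries, while PRRX2, at 308 and 400 normalized counts in BJ-Ras, was listed at 0 in both libraries of clone #8. A scaling difference would move all genes, and the other genes had a median difference of 0.11. An effect of experiment B shared by all populations would raise the list in every replicate B, but in clone #4 the list was higher in replicate A, by 0.99. In the others the list was higher in replicate B, with median differences between A and B of -0.50 in BJ-hTERT (16 of 18 genes), -0.41 in BJ-Ras (13 of 18) and -0.33 in clone #5 (17 of 18). A smaller effect of experiment B outside clone #4 thus stays open. An interferon response in the culture of replicate B may explain part of the distance between the replicates. What started it was not tested, and no biological explanation given by the design separates both cultures.

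Clones #4 and #5, which the paper treats together, differed from each other in 19 genes of the E2F set, 133 of the HU set and 110 of the siE2F6 set (limma, adjusted p below 0.05 and fold change above 1.5, tested as clone #4 against clone #5). In the DNA repair set 0 genes passed, and 15 genes had an unadjusted p below 0.05, 14 of them higher in clone #4. With the experiments as a block 9 DNA repair genes passed, and without replicate A or without replicate B of BJ-hTERT 15 passed in each fit. The changed genes went both ways, with 57 higher and 76 lower in clone #4 in the HU set, and the median difference farthest from 0 among these 3 sets was 0.19, in the E2F set, so that a scaling difference does not explain them. The separate origin of the clones, which the design names, stays open and was not tested.

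In none of the 20 groups of 4 libraries examined for a single distant library (6 genes and the positions in 4 sets, in BJ-hTERT and BJ-Ras and in clones #4 and #5) was the gap above the critical value of Dixon's test. The largest ratio of gap to range was 0.808, for TIMELESS in replicate A of BJ-hTERT.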

How the results depend on the processing

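The alternatives gave a value for 78 results. Of the 39 results that are counts, separations, positions or shares, the counts of lower DNA repair genes stayed at 0 in every alternative. The causes of the changes below were not tested, except where the alternative itself tests fewer genes or raises the threshold.

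A fold threshold of 2 in place of 1.5 left fewer genes by construction. In clones #4 and #5, the higher genes were 23 in the DNA repair set, 12 in the E2F set, 82 in the HU set and 43 in the siE2F6 set, and the lower genes 9, 74 and 84 in the last 3 sets. SAM multiclass then called 55 genes of the E2F set. Against BJ-hTERT, 32 DNA repair genes were higher in clone #4, 18 in clone #5 and 5 in clone #8. Between clones #4 and #5, 8 genes of the E2F set, 84 of the HU set and 68 of the siE2F6 set differed.

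Removal of the genes below the lower quartile of expression, which tests fewer genes, left 55 SAM calls in the E2F set and 267 in the siE2F6 set, 68 lower genes in the HU set and 79 in the siE2F6 set, 0 higher DNA repair genes in BJ-Ras and 6 in clone #8 against BJ-hTERT, and 3, 12, 74 and 55 genes between clones #4 and #5 in the DNA repair, E2F, HU and siE2F6 sets. The DNA repair tree then had 0 libraries of BJ-hTERT or BJ-Ras beside clones #4 and #5, where it had 1.

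When only the compared populations entered the fit, 24 DNA repair genes were higher in clone #5 and 1 in clone #8 against BJ-hTERT, from 38 and 12. With the fit on all 1307 genes, 3 DNA repair genes were higher in BJ-Ras, where 1 had been, and 3 differed between clones #4 and #5, where 0 had. With the mean-variance trend, 4 differed.

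With the replicate block, 9 DNA repair genes differed between clones #4 and #5, in place of 0, and the adjusted p of CLSPN in clone #8 against BJ-hTERT went from 0.097 to 0.033. The block changed no other call of a fold change given in the text and moved no other count by over 1.5 times.

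The separation of the DNA repair genes was 0.38 and became -0.11 when each gene was divided by its SD, where 27 of the 35 divisions gave as large a silhouette. The DNA repair tree then had 2 libraries of BJ-hTERT or BJ-Ras beside clones #4 and #5, and with Euclidean distance 0. With Euclidean distance the E2F and HU trees had 2. The position of clone #8 with genes divided by their SD was 0.558 in the HU set and 0.535 in the siE2F6 set, from 0.699 and 0.752.

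With each library left out in turn, the separation of the DNA repair genes ranged from 0.296 to 0.503, and the real division no longer had the highest silhouette without BJ-hTERT replicate B or without either library of clone #5. The tree had 0 to 1 library of BJ-hTERT or BJ-Ras beside clones #4 and #5. The DNA repair genes that differed between clones #4 and #5 ranged from 0 to 15. Among the single genes, the log2 fold change against BJ-hTERT changed sign for CLSPN in BJ-Ras (0.37, with -0.24 without BJ-hTERT replicate B and 0.97 without BJ-hTERT replicate A), for TIMELESS in BJ-Ras (-0.33, with 0.016 without BJ-hTERT replicate A and -0.67 without BJ-hTERT replicate B), for TIMELESS in clone #8 (0.08, with -0.26 without BJ-hTERT replicate B, -0.12 without clone #8 replicate A and 0.43 without BJ-hTERT replicate A) and for CHEK1 in BJ-Ras (0.21, with -0.033 without BJ-hTERT replicate B and 0.44 without BJ-hTERT replicate A). These 4 values were not past the threshold with all libraries either. In 4 of these fits IFI35 lost its call, with an adjusted p up to 0.068, and 20 other values at single genes moved by more than their standard error. Outside the fits without a library, TIMELESS in clone #4 lost its call in the fit on all genes (adjusted p = 0.058), in the fit on the compared populations alone (0.074) and after the shift to equal medians (0.058). In clone #5, CLSPN and CHEK1 lost their calls in the fit on the compared populations alone (adjusted p = 0.080 and 0.067). SAM multiclass was not run without single libraries, and a comparison with BJ-hTERT had no call without a library of either side, as a population would be left with 1 library.

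The planned count test on recovered reads was replaced, after the data were seen, by limma voom on these reads. It called 53 higher genes in the DNA repair set, 36 higher and 19 lower in the E2F set, 140 and 116 in the HU set, and 102 and 140 in the siE2F6 set. With the shift to equal medians, higher and lower genes were 25 and 21 in the E2F set, 128 and 123 in the HU set and 73 and 160 in the siE2F6 set. The depth limits the genes near 0: ANKRD30B, SHROOM4 and DRD2 rest on 0 to 5 reads per library in BJ-hTERT and BJ-Ras, and SEMA3E on 2 to 6. In clones #4 and #5, PRRX2 rests on 0 to 7 reads per library and ZNF385D on 0 to 4. Across the alternatives that keep all libraries, the log2 fold change was -8.83 to -6.01 for PRRX2 and -7.46 to -3.17 for ZNF385D.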

Differences from the paper's values

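In Fig. 5a, mRNA levels were measured by qRT-PCR relative to BJ-hTERT. The values below are percentages of BJ-hTERT computed from the log2 fold changes of the RNA-seq data, beside the paper's values read by eye. Fig. 5a was normalized to HPRT and 18S, which the RNA-seq data were not. The paper's values are given here without an error, so a gap near the SD of the replicates is no clear difference. Alternatives that change only the estimate of the spread, or leave out a library of a population not compared, cannot change these percentages. They are included in the numbers of alternatives below but do not test a gap. CLSPN in BJ-Ras was 129% of BJ-hTERT, against the paper's value of about 18% in Fig. 5a, read by eye, and none of the 17 alternatives set before the data were examined closed the gap (84.6% to 196%). CLSPN in clone #4 was 326%, against the paper's value of about 610% in Fig. 5a, read by eye. Without replicate A of BJ-hTERT it was 496%, where the gap was within the spread of the libraries, and the 16 other alternatives did not close the gap. CLSPN in clone #5 was 214%, against the paper's value of about 550% in Fig. 5a, read by eye, and none of the 17 alternatives closed the gap (140% to 325%). TIMELESS in BJ-Ras was 79.7%, against the paper's value of about 25% in Fig. 5a, read by eye, and none of the 17 alternatives closed the gap (62.8% to 101%). TIMELESS in clone #4 was 157%, against the paper's value of about 250% in Fig. 5a, read by eye. Without replicate A of BJ-hTERT it was 199% and the gap closed, and the 16 other alternatives did not close it. TIMELESS in clone #8 was 106% (SD from the replicates 40.9 percentage points), against the paper's value of about 62% in Fig. 5a, read by eye. It was 83.6% without replicate B of BJ-hTERT and 92.0% without replicate A of clone #8, where the gap closed, and the 15 other alternatives did not close it. CHEK1 in clone #5 was 158%, against the paper's value of about 240% in Fig. 5a, read by eye. It was 186% without replicate A of BJ-hTERT and 165% without replicate A of clone #5, where the gap closed, and the 15 other alternatives did not close it.

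The paper gives a false discovery rate of 0 for the genes of Fig. 5f. Of the 38 names of that figure listed among the DNA repair genes, 36 had an estimated rate of 0 and the highest rate was 0.00075. With genes below the lower quartile of expression removed, the rate was 0 for the 30 genes left. With pseudocounts of 0.1 and 10 it was 0.00075, and with libraries shifted to equal medians it was 0.0018, so these 3 alternatives did not close the gap.

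The paper states that only the DNA repair genes gave a good separation of clones #4 and #5 from BJ-hTERT and BJ-Ras. With the correlation distance, the real grouping gave the highest silhouette of 35 divisions in each of the 4 sets. The silhouette of the DNA repair genes was 0.38 with this distance, the lowest of the sets, and 0.59 with Euclidean distance, an alternative set before the data were examined, the highest. As the deposited DNA repair genes all exceed a ratio of 1.5 between the groups and are not the list of Fig. 5f, neither order can be set against the paper's statement. With Euclidean distance, the tree put 2 libraries of BJ-hTERT or BJ-Ras on the branch of clones #4 and #5 for the E2F and HU sets but none for the DNA repair and siE2F6 sets.

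The paper states that clone #8 did not overexpress Claspin and Timeless. This rests on qRT-PCR and on western blots of the proteins, which RNA-seq does not measure. The log2 fold change of CLSPN in clone #8 against BJ-hTERT was 0.77 (limma, adjusted p = 0.097), and its adjusted p was 0.033 with the experiments as a block. It was 0.16 without replicate B of BJ-hTERT and 1.38 without replicate A. As a percentage of BJ-hTERT, CLSPN in clone #8 was 171%, against about 120% in Fig. 5a, read by eye, which is within the spread of the libraries. For TIMELESS it was 0.08 (limma, adjusted p = 0.79).

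The paper names clones #4 and #5 as overexpressing both Claspin and Timeless. Besides qRT-PCR, its western blots showed more of both proteins in these clones, and RNA-seq does not measure protein. TIMELESS in clone #5 was not past the threshold against BJ-hTERT, with a log2 fold change of 0.37 (limma, adjusted p = 0.19), which was 0.024 without replicate B of BJ-hTERT and 0.71 without replicate A. As a percentage of BJ-hTERT it was 129%, against about 170% in Fig. 5a, read by eye, which is within the spread of the libraries. Without replicate B of BJ-hTERT it was 102%, where the gap was beyond this spread. The other alternatives left the gap within it.

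Fig. 5f and the deposited DNA repair genes are not the same list. Of about 54 names read by eye in Fig. 5f, 38 are listed among the DNA repair genes and 16 are not, and 15 listed genes, TIMELESS among them, are not among the names read.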

Other observations

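The predictions for the cell cycle markers and for the divisions of the libraries were written before their results were seen. Those for scaling, for the experiment effect and for the choice of the deposited genes were written after. The prediction for the direction of clone #8 was written after its positions had been seen.

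The DNA repair genes moved with genes of the cell cycle in some comparisons and not in others. Of a list of 68 markers of S phase and G2/M, 22 are listed in the E2F, HU and siE2F6 sets and none among the DNA repair genes. In clones #4 and #5 against BJ-hTERT and BJ-Ras, the markers had a median log2 difference of 1.13, with 22 of 22 higher, at percentile 100 of random gene lists matched on expression, beside a median of 0.90 for the DNA repair genes. Between clone #4 and clone #5 the markers had a median of 0.46, at percentile 99.9, beside 0.32 for the DNA repair genes, where the median of the genes outside the DNA repair set was 0.020, which argues against a scaling difference. A larger share of cycling cells in clones #4 and #5 may thus account for part of the rise of the DNA repair genes. These markers are mostly genes of S phase that E2F also controls, and the data do not separate more cycling cells from higher expression per cell. The remaining 112 genes of the E2F set had a median of 0.08. The paper reports faster growth than BJ-hTERT for all 3 clones. Against BJ-hTERT, the DNA repair genes had a median of 0.44 in clone #8 and the markers 0.09, at percentile 68.5. In BJ-Ras the markers had a median of -0.34, with 4 of 22 higher, at percentile 4.31, and the DNA repair genes -0.02, with 26 of 53 higher. These comparisons depend on single libraries. Relative to the mean of BJ-hTERT and BJ-Ras, the markers and the DNA repair genes were at 0.58 and 0.48 in replicate A of clone #8 and at -0.09 and 0.25 in replicate B, but also at 0.60 and 0.27 in replicate A of BJ-hTERT and at -0.13 and -0.28 in replicate B.

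Replicates A and B of BJ-hTERT differed in the same way. The DNA repair genes were higher in replicate A by a median of 0.54 on the log2 scale, with 43 of 53 higher, and the cell cycle markers by 0.71, with 22 of 22 higher, at percentile 100 of random gene lists. The median over the genes outside the DNA repair set was 0.010, which argues against a scaling difference, and more genes than not were higher in replicate A in clone #8 (47 of 53), clone #4 (34) and BJ-Ras (33), but only 11 of 53 were in clone #5. An effect of experiment A in all 5 populations is argued against by clone #5 alone, and an effect in the other populations stays open. More cycling cells in the culture of replicate A may explain it. This 0.54 compares with a median rise of 0.90 in clones #4 and #5, so the values against BJ-hTERT depend on which library is used: without replicate B of BJ-hTERT, the log2 fold change of TIMELESS in clone #8 was -0.26 in place of 0.08.

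The deposited DNA repair genes appear to have been chosen for their rise. Their ratios between the means of clones #4 and #5 and of BJ-hTERT and BJ-Ras start at 1.52, just above the fold threshold of 1.5, and none lie below it. Within the experiments, their median log2 difference was 0.84 in A and 1.05 in B.

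The division of the 8 libraries into clones #4 and #5 against BJ-hTERT and BJ-Ras was compared with the other divisions into 4 and 4, with limma on 2 groups of 4. In the E2F set, 1 of the 35 divisions, the real one, gave as many changed genes (38, and 0 in the others). In the HU set it was 1 of 35 (159, and up to 8 in the others), and in the siE2F6 set 1 of 35 (147, and up to 1 in the others). In the DNA repair set it was also 1 of 35 (53, and up to 22 in the others), but these genes were chosen for the real division, so the count decides nothing there. Among the 18 divisions with 2 libraries of each experiment on both sides, the real one was alone in each set, and the division of experiment A from experiment B gave 0 genes in each set. Only 2 other divisions keep the populations whole, and these gave 0 and 0 genes in the DNA repair and E2F sets, 8 and 0 in the HU set and 0 and 1 in the siE2F6 set. With 4 populations, chance differences between whole populations are thus little tested.

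Of the 520 genes changed in clones #4 and #5 in the E2F, HU and siE2F6 sets, 455 (87.5%) moved the same way in clone #8. Unchanged populations, simulated with the spread between replicates alone, moved the same way in a median of 50.0% and at most 56.9% of the genes. These simulations kept the observed differences and the called genes, which sets a median near 50.0% in advance. Clone #8 is compared with the same libraries of BJ-hTERT and BJ-Ras. Chance differences of these populations would also move clone #8 the same way, and these were not simulated. Differences fixed by chance in separate founder cells of clones #4 and #5 would not be shared by clone #8. As the shared reference could raise the share, the 87.5% does not decide about them. The clones came from one population of cells that had escaped senescence, and chance differences of a common ancestor would give the same 87.5%. They cannot be told apart from a response common to cells that escaped senescence or to long growth with doxycyclin, as the ancestry of the clones is not known and all 3 clones share this history.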
